# A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs

**DOI:** 10.1186/s12864-017-3639-0

**Published:** 2017-03-21

**Authors:** Florence Gondret, Annie Vincent, Magalie Houée-Bigot, Anne Siegel, Sandrine Lagarrigue, David Causeur, Hélène Gilbert, Isabelle Louveau

**Keywords:** Feed efficiency, Multiple factor analysis, Multi-tissues, Pig, Residual feed intake, Transcriptome

## Abstract

**Background:**

Animal’s efficiency in converting feed into lean gain is a critical issue for the profitability of meat industries. This study aimed to describe shared and specific molecular responses in different tissues of pigs divergently selected over eight generations for residual feed intake (RFI).

**Results:**

Pigs from the low RFI line had an improved gain-to-feed ratio during the test period and displayed higher leanness but similar adiposity when compared with pigs from the high RFI line at 132 days of age. Transcriptomics data were generated from *longissimus* muscle, liver and two adipose tissues using a porcine microarray and analyzed for the line effect (*n* = 24 pigs per line). The most apparent effect of the line was seen in muscle, whereas subcutaneous adipose tissue was the less affected tissue. Molecular data were analyzed by bioinformatics and subjected to multidimensional statistics to identify common biological processes across tissues and key genes participating to differences in the genetics of feed efficiency. Immune response, response to oxidative stress and protein metabolism were the main biological pathways shared by the four tissues that distinguished pigs from the low or high RFI lines. Many immune genes were under-expressed in the four tissues of the most efficient pigs. The main genes contributing to difference between pigs from the low vs high RFI lines were *CD40*, *CTSC* and *NTN1*. Different genes associated with energy use were modulated in a tissue-specific manner between the two lines. The gene expression program related to glycogen utilization was specifically up-regulated in muscle of pigs from the low RFI line (more efficient). Genes involved in fatty acid oxidation were down-regulated in muscle but were promoted in adipose tissues of the same pigs when compared with pigs from the high RFI line (less efficient). This underlined opposite line-associated strategies for energy use in skeletal muscle and adipose tissue. Genes related to cholesterol synthesis and efflux in liver and perirenal fat were also differentially regulated in pigs from the low vs high RFI lines.

**Conclusions:**

Non-productive functions such as immunity, defense against pathogens and oxidative stress contribute likely to inter-individual variations in feed efficiency.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3639-0) contains supplementary material, which is available to authorized users.

## Background

Feed cost is the major component (two-third or more) of the total cost of pig meat production [1], so that animal’s efficiency in converting feed into a rapid increase of lean body weight (BW) is a critical issue for the profitability of meat industries. To date, the main measures of feed efficiency in production farms are the feed conversion ratio (FCR) defined as the ratio of feed intake to the average daily gain (ADG) during a reference period, and its opposite trait, the gain-to-feed ratio (G:F). Both FCR and G:F are ratio traits and as such, can lead to unexpected responses on the component traits when improved through direct selection. In addition, Koch et al. [2] have defined the concept of residual feed intake (RFI) as the difference between animal’s actual feed intake and its predicted feed intake based on production needs. RFI is often regarded as a biological estimate of the efficiency of feed utilization, and the lower the RFI value is, the more efficient the animal is. Selection to improve feed efficiency through RFI has been proposed in different species. In pigs, lines divergently selected for RFI provided a good biological resource to unravel molecular mechanisms and functions associated with feed efficiency differences independent from the performance [3].

To date, some DNA variants playing a role in feed efficiency traits have been proposed from analyses of SNP locations by whole-genome association in pigs [4, 5] and beef cattle [6, 7]. Based on their genomic location in the vicinity of these SNPs, putative gene candidates for feed efficiency traits including RFI have been suggested. The highlighted genes pertain to numerous biological processes [8, 9], suggesting that biological strategies recruited for improving feed efficiency are diverse. To examine the variety of functional pathways underlying inter-individual difference in feed efficiency, an increasing number of studies have also addressed the transcriptomes and miRNA profiles of tissues and organs involved in energy homeostasis and energy demand in pigs [10, 11] and cattle [12–15] with contrasted RFI values. With the exception of Weber and colleagues [16] who very recently performed a multi-tissue transcriptome analysis in bulls, all other authors have addressed the different tissues separately. This did not allow understanding how shared pathways in different tissues and(or) tissue specific concerted pathways may participate to RFI and feed efficiency differences. Progress in this field is needed to predict side-effects of selection programs for RFI on unexpected animal phenotype and suggest other strategies to improve feed efficiency.

This study aimed to analyze the transcriptomic profiles of *longissimus* muscle, liver and two adipose tissues obtained in pigs from two lines divergently selected for RFI. Pigs from the low RFI line had an improved G:F ratio and they consistently demonstrated greater loin muscle size when compared with pigs from the high RFI line [17, 18]. This study focused on common *vs.* specific molecular pathways in different tissues which might be important in an efficiency phenotype.

## Results

### Growth and body composition of pigs from two lines divergently selected for RFI

Forty-eight pigs from two genetic lines (*n* = 24 per line) that were divergently selected over eight generations for RFI were compared at the same age (132 days). Pigs from the low RFI line grew faster during the test period (*P* < 0.001), ate somewhat less feed (*P* < 0.10) and were heavier at the same age than pigs from the high RFI line (Table 1). Gain-to-feed (G:F) ratio during the test period was clearly improved (*P* < 0.001) in pigs from the low RFI line. The *longissimus* muscle, the major fast-twitch muscle in the loin part of the body, had a greater mass (relative to BW) in pigs from the low RFI line, but liver was lighter in those pigs as compared with pigs from the high RFI line. The relative proportions of dorsal (backfat) subcutaneous (SCAT) and perirenal (PRAT, a fat depot surrounding kidneys) adipose tissues, which are used as surrogates of carcass adiposity, were almost similar in both lines.

**Table 1:** Growth and body composition traits in pigs from the low or high RFI lines

Line^*a*^	Low RFI	High RFI	*sem*	*P*-line
Pigs, n	24	24		
Age (d)	132	131	4	-
Body weight (kg)	77.8	73.3	5.5	0.008
Feed intake (g/d)	2250	2307	106	0.099
Average daily gain (g/d)	882	796	73	<0.001
Gain to feed (G:F) ratio, 77–132 d	0.38	0.35	0.02	<0.001
Dorsal subcutaneous AT thickness (mm)	13.6	14.0	1.03	0.49
Weight of tissues				
Liver (%BW)	2.11	2.32	0.19	<0.001
*Longissimus* muscle (%BW)	4.39	3.99	0.32	<0.001
Dorsal subcutaneous AT (%BW)	4.79	5.00	0.78	0.34
Perirenal AT (%BW)	0.70	0.69	0.12	0.51

^a^Two pig lines were divergently selected over eight generations for residual feed intake (RFI). A subset of 48 pigs was tested for performance from 74 days to 132 days of age and used tissue sampling. The resulting phenotype in this subset was an improved gain-to-feed ratio and greater muscularity in pigs from the low RFI line when compared with pigs from the high RFI line. *AT* Adipose tissue, *BW* Body weight

### Tissue transcriptomes

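For liver, RNA from each of 48 pigs was labelled with a single dye and hybridized to an array of its own, a custom porcine array made by Agilent. The pigs came from lines selected over 8 generations, 24 from the low RFI line and 24 from the high RFI line. Within each line, 12 pigs had been fed a high-fat high-fiber diet and 12 a low-fat low-fiber diet from 74 days of age, and tissues were sampled at 132 days. The arrays were distributed over 6 slides of 8 arrays, and every slide held 2 arrays of each line and diet group.
The authors deposited the output of the scanner software for each array, in which every spot has an intensity from which the background had been subtracted, without normalization between arrays. There were 60306 spots that are not controls, for 60305 different probes. In pigs from the low RFI line, the median intensity of an array ranged from 146.4 to 283.2 (median 212) with the high-fat diet and from 158.8 to 237.5 (median 190) with the low-fat diet. The corresponding ranges in pigs from the high RFI line were 176.7 to 336 (median 193) and 141.2 to 251.6 (median 180.2), in the arbitrary units of the scanner. Between 65.8% and 77.2% of the probes of an array were well above background, and 0 spots were saturated. The log2 median intensity did not differ between lines (difference of -0.00834, 2-sided permutation test with 100000 resamples, P = 0.915).
The intensities from which the background had been subtracted were log2-transformed and centred on the median of each array, while the log2 values that the authors deposited were made from the median intensity without background subtraction. A value of 0 is therefore the median of the tested probes of that array. A total of 483 spots that the software marked as outliers were set to missing. Probes well above background on at least 12 arrays, the size of a line and diet group, were tested, which left 45236 probes. Each probe was fitted with limma's linear model with line, diet and their interaction, and the variances were moderated across probes. Log2 fold-changes (FC) are those of the low RFI line minus the high RFI line, averaged over both diets. A gene symbol could be given to 20845 of the tested probes, for 10574 genes. Of all probes of the array, 7062 were named through an accession in the reference table, 16999 by the scanner output and 21 by Additional file 7. A single gene is represented by its probe of highest mean intensity, except that genes listed for the size of their change are represented by their probe with the largest change.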

Microarray analyses were performed in *longissimus* muscle, liver, SCAT and PRAT of pigs from the low vs high RFI lines (*n* = 24 per line). By using the same cut-offs for the four tissues examined, the global effects of the line on the numbers of differentially expressed probes (DEP) and their corresponding genes (DEG) were found much more pronounced in muscle than in the other examined tissues, with a total of 2 494 genes being differentially-expressed in muscle (Fig 1). This number was more than two-fold lower in liver and PRAT and was about four-fold lower in SCAT. 

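In liver, 3125 of the 45236 tested probes met the cut-offs of the paper (P under 0.01 and FC over 1.1), 1548 of them being over-expressed and 1577 under-expressed in pigs from the low RFI line. These DEP corresponded to 995 unique genes, a gene being counted when at least 1 of its probes met the cut-offs, and 1712 DEP carried no gene symbol. A P under 0.05 was obtained for 6628 probes, or 14.7% of those tested. The setting that moved the number of DEP most used the log2 values deposited by the authors with an unmoderated ANOVA, a combination chosen after the data were seen, and it gave 2388 DEP. The arrays had been scanned on 2 days, with 24 arrays on each and the same number per line and diet group. When the days were analysed separately, 1738 and 1636 probes met the cut-offs, and 489 probes did so on both days, all in the same direction. The correlation of the line effects between the days was 0.5 over all tested probes. An effect of line that differed between the days was found for 0 probes at a P-BH of 5% with limma, and for 1615 probes at an unadjusted P under 0.05. Muscle, with which the paper compares this number, was not analysed here.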

Most of DEG showed a fold-change less than |1.5| in pigs from the low vs high RFI lines.

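In liver, 78.7% of the DEP had an FC under 1.5. An FC over 1.5 was found for 298 over-expressed and 367 under-expressed probes, and an FC over 2 for 83 and 103 probes, respectively. On the gene level, 73 over-expressed and 106 under-expressed genes had at least 1 probe past an FC of 1.5. These numbers depended most on the treatment of the background, since the normexp correction of the mean signal left 241 probes past an FC of 1.5.
Among named probes at a P-BH of 5%, the largest decrease in pigs from the low RFI line was found for NRN1, with a mean of -1.21 ± 1.38 (SD, n = 24) in the low RFI line and 1.90 ± 1.60 (SD, n = 24) in the high RFI line, a log2 FC of -3.11 (standard error 0.43, P-BH = 3.04e-06). All 24 pigs from the low RFI line were below the median of the high RFI line for this probe. Both NRN1 probes met the cut-offs. The other largest decreases were those of PDZK1IP1 (log2 FC of -1.74 for 1 of 2 probes, the other being at -0.09), OAZ3 (-1.65, 3 of 3 probes under-expressed), HOXD4 (-1.59, 1 probe) and NMI (-1.49, 1 probe). HOXD4 was well above background on 3 arrays of the low RFI line and 12 of the high RFI line, so that its FC is poorly determined. The largest increases were those of PON3 (log2 FC of 2.55, 4 of 4 probes over-expressed), a probe named PON1, COL21A1 (2.21, 2 of 3 probes, the lowest at 0.04), SLC35F3 (1.55, 2 of 3 probes, the lowest at -0.05) and RPL38 (1.52). COL21A1 was well above background on 17 of 24 arrays of the high RFI line, so that its FC is also poorly determined. Over the processing settings and other choices of probes, the log2 FC ranged from -1.75 to -0.92 for PDZK1IP1, from -1.59 to -0.29 for HOXD4, from 1.02 to 2.21 for COL21A1, from 0.91 to 1.55 for SLC35F3, from 0.73 to 1.52 for RPL38 and from 1.18 to 2.54 for PON1. It stayed between -3.12 and -2.35 for NRN1. For SLC35F3, all 24 pigs from the low RFI line were above the median of the high RFI line (P-BH = 1.77e-05), against 22 of 24 for RPL38 (P-BH = 2.66e-07), of which 1 of 2 probes met the cut-offs.

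**Figure D1:**
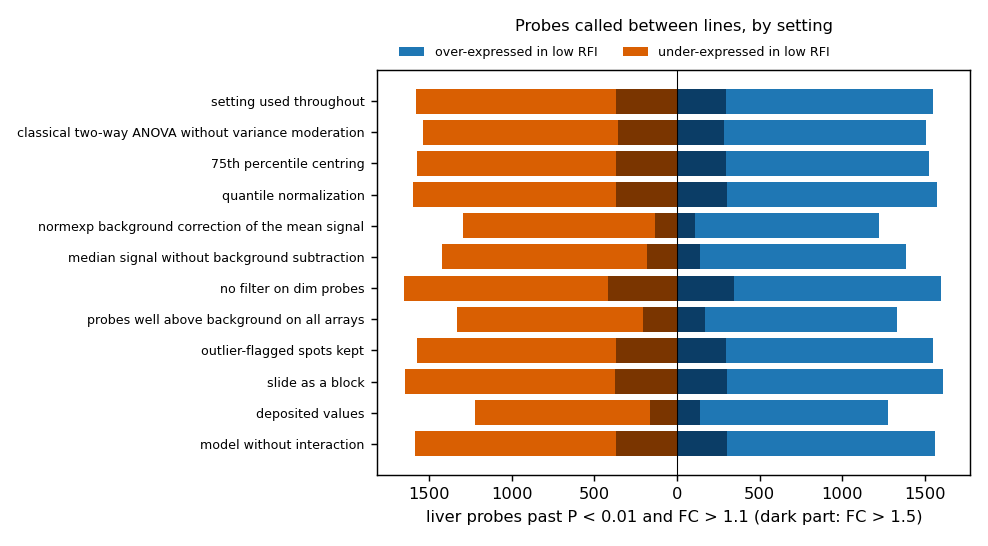
Number of liver probes past P < 0.01 and FC > 1.1 between lines under each processing setting (horizontal axis, over-expressed in the low RFI line to the right and under-expressed to the left; dark part, FC > 1.5). With the setting used throughout, 1548 probes were over-expressed and 1577 under-expressed, of which 298 and 367 had an FC over 1.5.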

**Fig 1:**
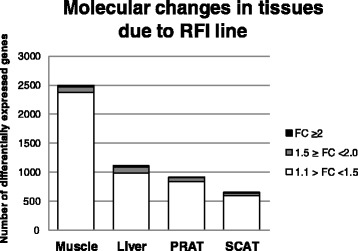
Molecular changes in tissues due to RFI line. Microarray data obtained in *longissimus* muscle, liver, perirenal (PRAT) and subcutaneous (SCAT) adipose tissues were separately analyzed for the main effects of line (low RFI: residual feed intake below the average; high RFI: residual feed intake above the average). Genes were declared as differentially expressed (DEG) between pigs from the low or high RFI lines according to the same cutoffs in the four tissues (*P* < 0.01 and FC between conditions > |1.1|). FC: fold-change between mean values calculated in pigs from the low or high RFI lines. Values are inversed and preceeded by a minus sign for FC < 1 (e.g., FC = 0.5 was indicated as FC = −2)

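In liver, 490 of the DEG had an over-expressed probe and 518 an under-expressed probe in pigs from the low RFI line, and 13 genes with probes in opposite directions were counted in both. The over-expressed share was 48.6% of these genes (95% exact binomial confidence interval from 45.5 to 51.7%, which covers counting error only and takes the genes as independent). Among the probes, the share was 49.5%. Over the processing settings, the share of over-expressed genes ranged from 47.8% with the 75th percentile centring to 52.2% with the deposited values and an unmoderated ANOVA, a setting chosen after the data were seen.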

Altogether, more than one-half of the DEG (50% in liver and PRAT, and 60% in muscle and SCAT) were over-expressed in pigs from the low RFI line when compared with pigs from the high RFI line (Additional file 1). The lists of DEG are provided tissue by tissue in Additional file 2. The quality and reliability of the microarray results was checked by measuring the expression of target genes by qPCR from 6 (SCAT) to 11 genes (muscle, liver and PRAT) in each tissue (Additional file 3). 

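For liver, Additional file 3 gives qPCR values for 12 genes, and the FC on the linear scale of their probes of highest intensity were set against the paper's qPCR FC. Across these 12 genes, which are not independent replicates, Pearson's r was 0.698 (2-sided permutation test with 100000 resamples, P = 0.012) and Spearman's rho was 0.504 (P = 0.098). Without ABCF1 and FAAH, the 2 genes farthest from the median array FC, r was 0.58. The direction of the change was the same in both methods for 10 of the 12 genes. The correlation depended on the probe that stands for a gene, and r was 0.897 (P = 0.00011) with the mean over all tested probes of each gene. It was 0.8 with the probe of smallest P and 0.81 over the 10 genes with at least 1 DEP when these DEP were averaged. On the log2 scale, r was 0.67 (P = 0.018). With the paper's own array FC in place of those computed here, r was 0.886. These 6 correlations had adjusted P (Benjamini-Hochberg) between 0.00066 and 0.018.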

A good correlation (r = 0.83) was generally found between microarrays and qPCR data (Fig. 2).

**Fig 2:**
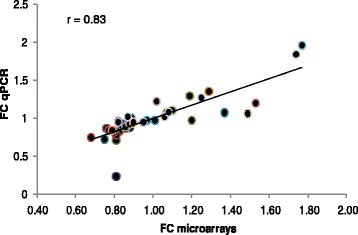
Reliability of microarray data. A subset of genes was analyzed by qPCR in *longissimus* muscle, liver, perirenal adipose tissue and subcutaneous adipose tissue (*n* = 48 in each tissue). The fold-changes (FC) calculated between expression levels of target genes in pigs from the low to high RFI lines in microarrays on one hand and qPCR on the other hand, were plot together. Correlation coefficient was calculated between the two measures. Forward and reverse primers used for qPCR are listed in Additional file 3

### Shared biological processes and gene networks across tissues targeted by RFI selection

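Additional file 4 lists 147 genes as differentially expressed in the 4 tissues, 83 of them over-expressed and 64 under-expressed in liver of pigs from the low RFI line. A liver probe was tested for 77 and 59 of these genes, respectively. Of the 77 genes, 54 had only over-expressed DEP, 3 only under-expressed DEP, 6 had both and 14 had none. Of the 59 genes, 49 had only under-expressed DEP, 1 only over-expressed DEP and 9 had none. The median log2 FC of the probes of highest intensity was 0.231 in the first list, with 59 genes higher and 18 lower, and -0.263 in the second list, with 13 genes higher and 46 lower. At a P-BH of 5% over 1 probe for each of the 10574 tested genes, 41 and 30 of these genes were significant. Adjusted over the list alone, 57 and 41 were, which is not independent evidence because the lists were chosen from these pigs. With camera and a preset correlation between genes of 0.01, the lists had a P-BH of 5.55e-24 and 2.46e-24 over the 59 gene lists examined. Of the 29 lists past a P-BH of 5% with camera, 20 were also past it with fry and 15 with a correlation estimated from the data, and both lists of Additional file 4 were among them in each case. Of these 15 lists, 10 came from Additional file 9, 2 from Table 3 and 2 from Additional file 4. The study had chosen these lists from these pigs, so that their passing is not independent evidence. The other tissues were not analysed here.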

Among the DEG, 147 unique genes were identified by the VENN diagram as common to the four tissues, and a much greater number were rather tissue-specific (Fig. 3). Fold-change (FC) in values of the gene expressions (pigs of the low vs high RFI lines) which were common to the four examined tissues as well in specific genes exclusively found in one tissue are provided in Additional file 4.

**Fig 3:**
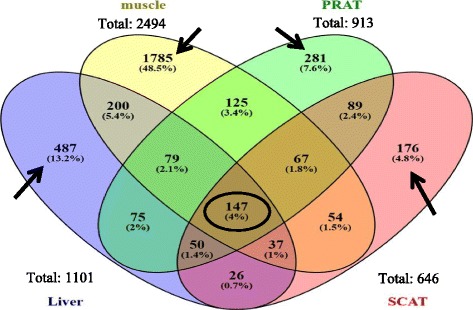
VENN diagram representing DEG due to RFI line. The lists of differentially expressed genes (DEG) due to line effect in *longissimus* muscle, liver, perirenal (PRAT) and subcutaneous (SCAT) adipose tissues were considered to edit the VENN diagram, using the VENNY tool [http://bioinfogp.cnb.csic.es/tools/venny/index.html]. A total of 147 DEG were commonly found in the four tissues (black circle). Black arrows point to the DEG exclusively found in one tissue. RFI: residual feed intake

The 147 DEG were submitted to an enrichment test to explore the biological processes which were common to the four tissues. As indicated in Table 2, eight main biological pathways of clustered genes (enrichment score E ≥ 1, *P* < 0.05) were affected by the line across the four tissues. Intracellular (protein) transport and immune response, which includes antigen processing and presentation, were the top-enriched biological processes. In addition, membrane lipid metabolic process, macromolecule (protein) catabolic process, translational elongation, phospholipid metabolic process, the response to oxidative stress, and an heterogeneous cluster related to cell death, cytokine production and protein kinase activity were also listed as important biological processes modulated due to line. These eight pathways can be thus considered as the main biological responses shared by different tissues and participating in difference in feed efficiency.

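For the intracellular transport cluster of Table 2, 16 of the 17 genes had a tested liver probe. The DEP of 6 of these genes were over-expressed only and those of 5 under-expressed only in pigs from the low RFI line, while 2 genes had DEP in both directions and 3 had none. The median log2 FC over the cluster was -0.061 (camera, P-BH = 0.522). For the immune response cluster, 11 of 13 genes were tested, with 3 over-expressed, 6 under-expressed, 1 in both directions and 1 not called. Its median log2 FC was -0.119 (mean -0.213), with P-BH of 0.0195 with camera, 0.0376 with fry and 0.237 with an estimated correlation. When the mean over all probes of a gene was used, the P-BH of camera for the immune response cluster was 0.216. The genes of Table 2 had been called by the study in these pigs, liver included, so that tests of its clusters are not independent evidence.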

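In liver, the response to oxidative stress was the other cluster of Table 2 past a P-BH of 5% with camera (6 genes, median log2 FC of -0.285, P-BH = 0.033). Its P-BH was 3.14e-05 with fry and 0.0612 with an estimated correlation, and of its 6 genes 3 had only under-expressed DEP, 1 only over-expressed DEP, 1 had both and 1 had none. Macromolecule catabolic process (15 genes tested of 17) had a median log2 FC of 0.091 and was past 5% with fry (P-BH = 0.0072) but not with camera (P-BH = 0.0537). In translational elongation, 3 of 4 genes had over-expressed DEP, with a median log2 FC of 0.034 over the probes of highest intensity (camera, P-BH = 0.109). For the heterogeneous cluster with cell death, 4 genes were over-expressed and 7 under-expressed among 17 tested (P-BH = 0.388). Phospholipid metabolic process (6 genes, P-BH = 0.997) had 2 over-expressed genes and 1 under-expressed gene, and membrane lipid metabolic process (4 genes, P-BH = 0.655) had no DEP in liver at these cut-offs. The result of several clusters depended on the probe that stands for a gene. With the mean over all tested probes of each gene, translational elongation had a median log2 FC of 0.246 and a P-BH of 1.58e-05 with camera, 5.24e-07 with fry and 0.00153 with an estimated correlation. The P-BH of camera was then 0.0689 for the response to oxidative stress, 0.0176 for macromolecule catabolic process, 0.917 for cell death, 0.155 for phospholipid and 0.989 for membrane lipid metabolic process.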

**Table 2:** Main commonly affected biological processes across four tissues

GO terms^a^	Nb DEG	E score	*p*-value	Clustered DEG
GO:0046907 ~ intracellular transport	17	2.06	<0.001	*PSEN1, YWHAZ, TOMM5, MLX, DST, RAB35, PIKFYVE, MYL6, PEX6, STAM2, OPTN, CDK5, CCHCR1, YWHAG, JAK2, STAM, NUP43*
(GO:0015031 ~ protein transport)	(13)		(0.025)	
GO:0006955 ~ immune response	13	1.81	0.050	*HLA-A, HLA-B, HLA-C, HLA-H, CTSC, YWHAZ, PSEN1, TRAF6, POLR3B, BST1, COL4A3BP, ADAM17, XCL1*
(GO:0048002 ~ antigen processing and presentation of antigen)	(4)		(0.001)	
GO:0006643 ~ membrane lipid metabolic process	4	1.43	0.030	*CLN3, PSAP, SGMS1, COL4A3BP*
GO:0009057 ~ macromolecule catabolic process	17	1.14	0.005	*PSEN1, YME1L1,CD40, TRAF6, USP33, USP30, UBE2V1, PSMA3, PSMD1, MUTYH, CLN3, TMEM189, CDK5, RNASET2, NEURL2, ADAM9, ADAM17*
(GO:0030163 ~ protein catabolic process)	(12)		(0.015)	
GO:0006414 ~ translational elongation	4	1.13	0.052	*RPL6, RPL14, RPS18, RPL35*
GO:0008219 ~ cell death	14	1.08	0.007	*PSEN1, NTN1, CD40, TRAF6, SOD2, YWHAG, POLR3D, HSPE1, CLN3, TRIO, SGMS1, OPTN, PDCD4, CDK5, JAK2, BLCAP, ADAM9, ADAM17*
GO:0045859 ~ regulation of protein kinase activity	9		0.008	
GO:0001819 ~ positive regulation of cytokine production	5		0.007	
GO:0006644 ~ phospholipid metabolic process	6	1.06	0.021	*PON1, PIGL, PLA2G12A, SGMS1, PIKFYVE, CLN3*
GO:0006979 ~ response to oxidative stress	6	1.00	0.048	*PSEN1, SOD2, GPX3, JAK2, ADAM9, MUTYH*

^a^The 147 differentially-expressed genes (DEG) (pigs from the low vs high RFI lines) which were commonly listed in muscle, liver, perirenal and subcutaneous adipose tissues, were clustered based on shared gene ontology (GO) terms for biological processes. The enrichment score (E ≥ 1) and *P*-value for each cluster are provided

In parallel, highly-interconnected non-redundant small networks were released using Ingenuity Pathway Analysis® (IPA) tool, with particular genes (out of the 147 DEG) represented as nodes and relationships between them or with neighboring genes represented as edges. This analysis allowed pointing key genes in different functional networks which were mainly related to response to oxidative stress, apoptosis, immunity and(or) protein metabolism. Through low density lipoproteins (LDL), the first network (Fig. 4a) describes relationships between *SOD2* and *PON1* (involved in the response to oxidative stress), *IL1* and *CTSC* (acting in immunity) and *NTN1* (regulating apoptosis). 

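In liver, 8 of the 9 tested probes of SOD2 were under-expressed in pigs from the low RFI line. The probe of highest intensity had a mean of 4.56 ± 0.37 (SD, n = 24) in the low RFI line and 4.97 ± 0.35 (SD, n = 24) in the high RFI line, a log2 FC of -0.41 (standard error 0.10, P-BH = 0.0126), and 22 of 24 pigs from the low RFI line were below the median of the other line. The log2 FC of the 9 probes ranged from -0.68 to -0.16. The probe at -0.68, counted among the 8, was well above background on 13 of 48 arrays, so that its FC is poorly determined. No tested probe of IL1A or IL1B met the cut-offs. The second IL1A probe had a log2 FC of 0.52 (P = 0.02), which is poorly determined, since it was well above background on 13 of 48 arrays. The IL1A probe of highest intensity, well above background on 26 of 48 arrays, had a log2 FC of -0.03 (standard error 0.14, P = 0.842). IL1B had a log2 FC of -0.13 (standard error 0.17, P = 0.448), and both of these differences were smaller than the spread between pigs.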

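In liver, the tested probe of HLA-B had a mean of 4.69 ± 0.91 (SD, n = 24) in pigs from the low RFI line and 5.74 ± 0.71 (SD, n = 24) in pigs from the high RFI line, with a log2 FC of -1.05 (standard error 0.23, P-BH = 0.00287). Pigs from the low RFI line were below the median of the high RFI line in 22 of 24 cases. HLA-C was not analysed here. The HLA-B probe belongs to a family of near-identical genes whose transcripts it may share. Under the symbol PDK1, a probe was over-expressed in liver (log2 FC of 0.31, standard error 0.08, P-BH = 0.0174), with 18 of 24 pigs above the median of the other line. It was the only DEP among 3 probes, which all had higher values in the low RFI line. These probes were matched by symbol only. Whether they measure the phosphoinositide protein kinase that the paper describes was not checked. For TRAF6, 1 of 2 probes was over-expressed, with 2.62 ± 0.31 (SD, n = 24) in the low RFI line and 1.65 ± 0.89 (SD, n = 24) in the high RFI line (P-BH = 7.63e-04, log2 FC of 0.97), all 24 pigs from the low RFI line being above the median, and the other probe had a log2 FC of 0.18 (P = 0.0273).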

Two additional networks were also related to immunity (Additional file 5): three members of the major histocompatibility complex family (*HLA-A/B/C*) were involved in a network of genes including the phosphoinositide protein kinase *(PDK1*)*,* an enzyme participating in lymphocyte homeostasis and function [19]; two genes of the TNF family (*CD40*, *TRAF6*) were associated with nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB) and C-jun N-terminal kinase (JNK) signaling pathways in another small network. 

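Among genes of protein metabolism, RPL6 was represented by 15 tested liver probes, of which 9 were over-expressed in pigs from the low RFI line and 0 under-expressed. These DEP had a log2 FC between 0.28 and 0.48, whereas the probe of highest intensity had a log2 FC of 0.02 (standard error 0.04, P = 0.605). For RPL14, 6 of 7 probes were over-expressed, with a log2 FC of up to 0.51. The RPL14 probe of highest intensity had a mean of 7.77 ± 0.13 (SD, n = 24) in the low RFI line and 7.57 ± 0.19 (SD, n = 24) in the high RFI line (log2 FC of 0.20, P-BH = 0.00226), and 23 of 24 pigs from the low RFI line were above the median of the other line. PSMA3 had 1 tested probe, and its log2 FC of -0.02 (standard error 0.08, P = 0.855) was smaller than the spread between pigs. For YWHAZ, 2 of 6 probes were over-expressed, with a log2 FC of 0.20 and 0.49. The YWHAZ probe of highest intensity changed in the other direction without meeting the cut-offs (log2 FC of -0.12, standard error 0.06, P = 0.0433).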

Another significant network was clearly dedicated to protein metabolism (Fig. 4b) with different molecules acting in protein translation (*RPL6, RPL14*), protein catabolism (*PSMA3*, 26S proteasome and heat-shock proteins HSP70), and protein transport (*YWHAZ*).

**Fig 4:**
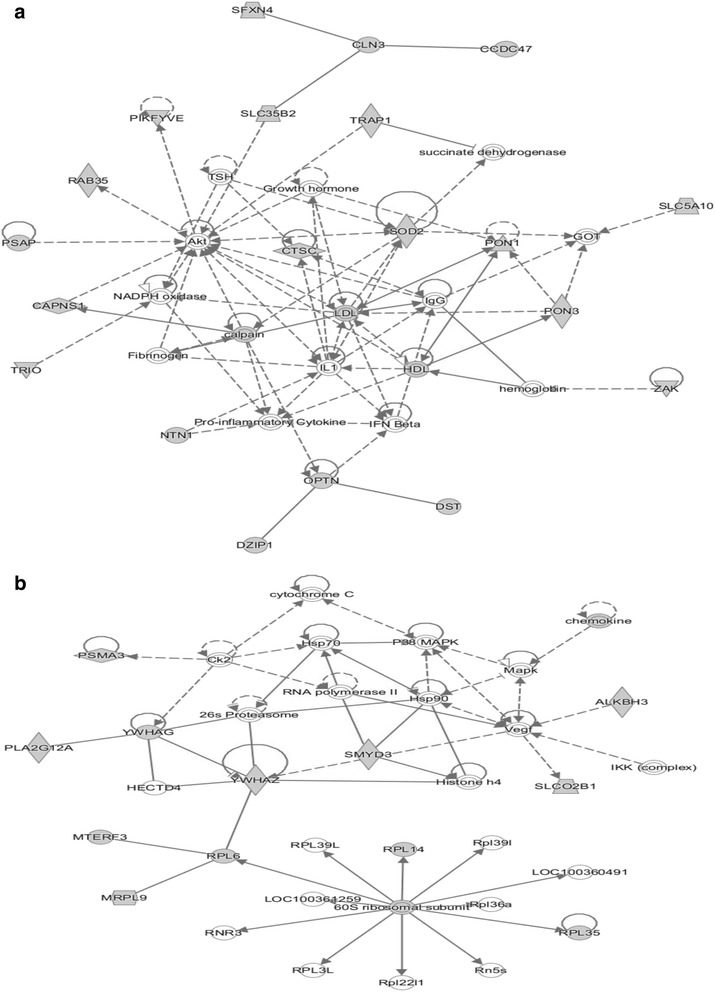
Examples of functional networks of regulated genes shared by different tissues. The 147 differentially expressed genes commonly listed in *longissimus* muscle, liver, perirenal and subcutaneous adipose tissues were submitted to Ingenuity® Pathway Analysis to visualize small networks of co-expressed genes. Highly-interconnected non-redundant networks were released from specified genes (represented as nodes) and relationships (represented as edges) between them or with neighboring genes were established based on literature records in the Ingenuity® Pathway Knowledge Base. This allows identifying functional networks related to response to oxidative stress, apoptosis, immunity and(or) protein metabolism. Two small functional networks are shown. More networks can be viewed in Additional files 5 and 6. **a** Relationships through low density lipoproteins (LDL), between *SOD2* and *PON1* (response to oxidative stress), *IL1* and *CTSC* (immunity) and *NTN1* (apoptosis). **b** Relationship between different molecules acting in protein translation (*RPL6, RPL14*), protein catabolism (*PSMA3*, 26S proteasome, and heat-shock proteins HSP70) and protein transport (*YWHAZ*)

A last informative network (Additional file 6) described the phosphoinositide 3-kinase (PI3K) and ERK signaling pathways with possible connections with *CREB1* (cAMP responsive element binding protein 1), a gene known to induce transcription of genes involved in fatty acid metabolism. This network also included *YME1L1* (YME1 like 1 ATPase), a gene involved in mitochondrial protein metabolism, and *PSEN1* (prenesilin-1), a gene encoding a protein that has been proposed to be the catalytic component of the gamma-secretase protein complex involved in development and cell regulatory processes.

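In liver, YME1L1 had 1 tested probe, which was under-expressed in pigs from the low RFI line, with 3.53 ± 0.17 (SD, n = 24) against 3.76 ± 0.19 (SD, n = 24) in the high RFI line. Its log2 FC was -0.23 (standard error 0.05, P-BH = 0.00611), and 22 of 24 pigs from the low RFI line were below the median of the high RFI line. None of the 3 tested probes of CREB1 met the cut-offs, their log2 FC being 0.06 (P = 0.561), -0.07 (P = 0.179) and -0.09 (P = 0.147), and the differences were smaller than the spread between pigs.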

### Multiple factor statistical analysis to highlight important genes in transcriptomic variability

In addition to bioinformatics analyses, a Multiple Factor Analysis (MFA) was performed to aggregate the whole transcriptomic datasets. This data integration mathematical procedure ensures that each tissue influence was balanced in the joint analysis when latent synthetic variables were calculated as linear combinations of the most highly correlated DEP. The first dimension (Dim1) of the MFA summarized 24% of the whole molecular variability. As shown in Fig. 5a, Dim1 clearly opposed pigs of the low RFI line (positive values) and pigs of the high RFI line (negative values). The muscle weight (%weight_muscle) was moderately correlated with Dim1 (*r* = 0.45, *P* = 0.001), which means that part of the molecular mechanisms summarized by Dim1 contributed to inter-individual difference in muscularity. The second dimension (Dim2) summarized only 6% of the variability of transcriptomic changes and this did not allow any distinction between pigs from the low or high RFI lines. Therefore, only Dim1 was further considered as a relevant summary of the tissue molecular changes due to line.

**Fig 5:**
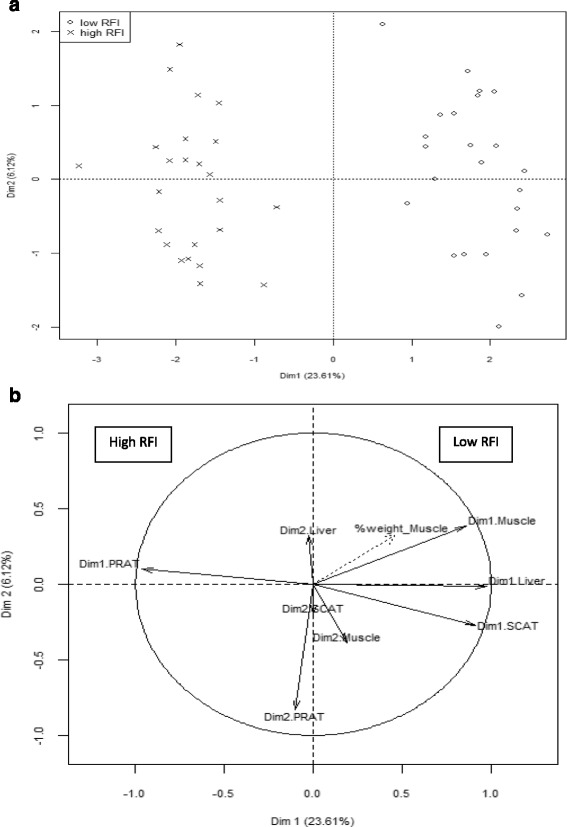
Multi-way mathematical datasets analysis: consensus between distinct tissues transcriptomes underlying separation of molecular data due to RFI line. **a** Pigs were represented on the scatter plot created with the first two dimensions (Dim) of the multiple factor analysis (MFA) which aggregated the whole transcriptomic variability across four tissues. Only the first dimension of the MFA (Dim1; 24% of the whole transcriptomic variability) discriminated pigs from the low RFI line and pigs from the high RFI line. **b** Synthetic latent variables were calculated from correlated molecular probes in the *longissimus* muscle (Dim 1_LL), liver (Dim 1_liver), perirenal adipose tissue (Dim 1_PRAT) and dorsal subcutaneous adipose tissue (Dim_1 SCAT) and projected in the correlation circle of MFA. The first latent variables in muscle (Dim1_muscle), liver (Dim1_Liver), perirenal adipose tissue (Dim1_PRAT) and subcutaneous adipose tissue (Dim1_SCAT) had a contribution near |1| to Dim1 in the diagnostic plot. This allows considering Dim1 of the MFA as a relevant summary of the main common molecular responses across the four tissues

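A principal component analysis of the liver DEP, scaled to unit variance, was computed in place of the MFA, since muscle and adipose tissues were not analysed here. Its first dimension summarized 23.9% of the variance of the 3125 DEP and its second 6.3%. The scores on the first dimension were 26.27 ± 7.66 (SD, n = 24) in pigs from the low RFI line and -26.27 ± 4.95 (SD, n = 24) in pigs from the high RFI line. All 24 pigs from the low RFI line had positive scores and all 24 from the high RFI line negative ones, and the line accounted for a share of 0.945 of the variance of the scores (2-sided permutation test, P = 1e-05, the smallest that 100000 resamples can give). These probes had been selected by the same comparison. Random splits of the pigs, with probes called in the same way, placed a median of 44 and at most 48 pigs on the side of their group. The first dimension of these splits summarized a median of 23.3% of the variance, so that the 23.9% does not set the line apart. The complete separation by sign is therefore also reached by random splits. When all 45236 tested probes were used, the first dimension summarized 12% of the variance and did not separate the lines, with scores of 2.52 ± 74.21 (SD, n = 24) and -2.52 ± 74.86 (SD, n = 24), respectively (P = 0.8). Without scaling of the DEP, the share due to line was 0.929.

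**Figure D2:**
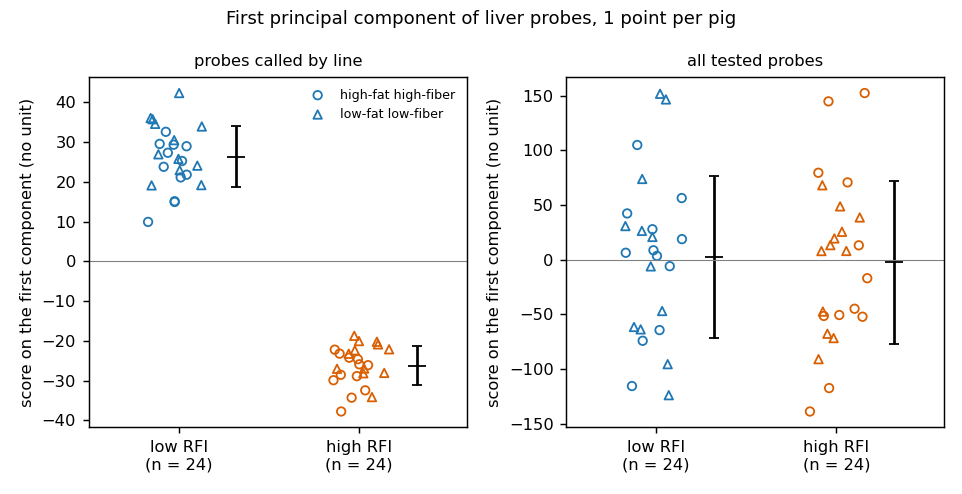
Scores of the 48 pigs on the first principal component of liver probes (vertical axis, no unit) for probes called by line (left) and for all tested probes (right), with the mean and SD of each line (n = 24) beside the points. Circles are pigs fed the high-fat high-fiber diet and triangles pigs fed the low-fat low-fiber diet; the lines lie on opposite sides of 0 only on the left.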

The first latent variables in muscle (Dim1_muscle), liver (Dim1_Liver), PRAT (Dim1_PRAT) and SCAT (Dim1_SCAT) had a contribution near |1| to Dim1 in the MFA diagnostic plot (Fig. 5b): this means that Dim1 of the MFA can be regarded as a relevant summary of similarities in the four tissues. The genes encoded by DEP having the highest correlation with Dim1 (r > |0.70|; *P* < 0.001) and commonly found in the four tissues are provided in Table 3. More detailed information can be found in Additional file 7.

**Table 3:** Top-ranked genes contributing to the first dimension of MFA analysis

Gene^a^	Full name (*Associated biological process)*	r
*PSEN1*	Presenilin 1 *(T cell receptor signaling pathway; regulation of MAP kinase activity)*	0.84
*PCIF1*	PDX1 C-terminal inhibiting factor 1 *(Negative regulation of phosphatase activity)*	0.77
*RPL6*	Ribosomal protein L6 *(Translation)*	0.77
*IPP*	Intracisternal A particle-promoted polypeptide *(Ubiquitination)*	0.77
*RPL14*	Ribosomal protein L14 *(Translation)*	0.76
*PHYH*	Phytanoyl-CoA 2-hydroxylase *(Fatty acid oxidation)*	0.76
*PLA2G12A*	Phospholipase A2 group XIIA *(Lipid catabolic process)*	0.75
*HEATR4*	HEAT repeat containing 4	0.75
*ZNF174*	Zinc finger protein 174 *(Transcription)*	0.74
*USP33*	Ubiquitin specific peptidase 33 *(Ubiquitin-dependent protein process)*	0.74
*CD40*	CD40 molecule *(Immune response)*	−0.79
*NTN1*	Netrin 1 *(Apoptotic process)*	−0.78
*POLR3H*	Polymerase (RNA) III subunit H *(Immune response)*	−0.77
*LZTFL1*	Leucine zipper transcription factor like 1 *(Protein localization)*	−0.76
*CYB561A3*	Cytochrome b561 family member A3 *(Oxido-reduction)*	−0.75
*H2-Q4*	Histocompatibility 2, Q region locus 4 *(Antigen processing)*	−0.75
*CTSC*	Cathepsin C *(Immune response)*	−0.74
*UQCRB*	Ubiquinol-cytochrome c reductase binding protein *(Oxido-reduction)*	−0.74
*PIKFYVE*	Phosphoinositide kinase, FYVE-type zinc finger containing *(Signal transduction)*	−0.74
*DST*	Dystonin *(Cytoskeleton organization)*	−0.74
*PHYH*	Phytanoyl-CoA 2-hydroxylase *(Fatty acid oxidation)*	−0.72

^a^Top-ranked contributors in transcriptomics variability were identified by a multiple factor analysis (MFA). Unique genes were ranked according to the correlation coefficient (r) calculated between their corresponding molecular probe(s) and the first dimension of the MFA that opposed pigs from the low RFI line to pigs from the high RFI line. When different probes corresponded to the same unique gene, only the highest r value for positive correlation or the lowest r value for negative correlation, respectively, is indicated. The main biological process associated to each gene in Entrez database was also indicated. *RFI* Residual feed intake

Among the top-ranked common genes, *PSEN1* (presenilin-1) was again identified; it had the strongest positive correlation with Dim1. Moreover, *USP33* (ubiquitin specific peptidase 33) and *IPP* (intracisternal A particle-promoted polypeptide) related to protein ubiquitination, *RPL6* and *RPL14* acting in translation, and *PLA2G12A* and *PIGL* involved in phospholipid metabolic process, also had positive contributions to Dim1. 

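USP33 had 1 tested liver probe, with a mean of 2.03 ± 0.19 (SD, n = 24) in pigs from the low RFI line and 1.60 ± 0.35 (SD, n = 24) in pigs from the high RFI line, a log2 FC of 0.44 (standard error 0.08, P-BH = 3.07e-04). IPP also had 1 probe, with a log2 FC of 0.40 (standard error 0.07, P-BH = 7.88e-05). For both genes, all 24 pigs from the low RFI line were above the median of the high RFI line. The PIGL probe had a log2 FC of 0.83 (standard error 0.22, P-BH = 0.0187), with a larger spread in the low RFI line (SD of 0.98) than in the high RFI line (SD of 0.45), and 16 of 24 pigs above the median. PLA2G12A had a log2 FC of 0.29 (standard error 0.11) with P = 0.0107, just beyond the cut-off, and met it under 7 of the processing settings, with the smallest P of 0.00538 when the slide was a block in the model.

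**Figure D3:**
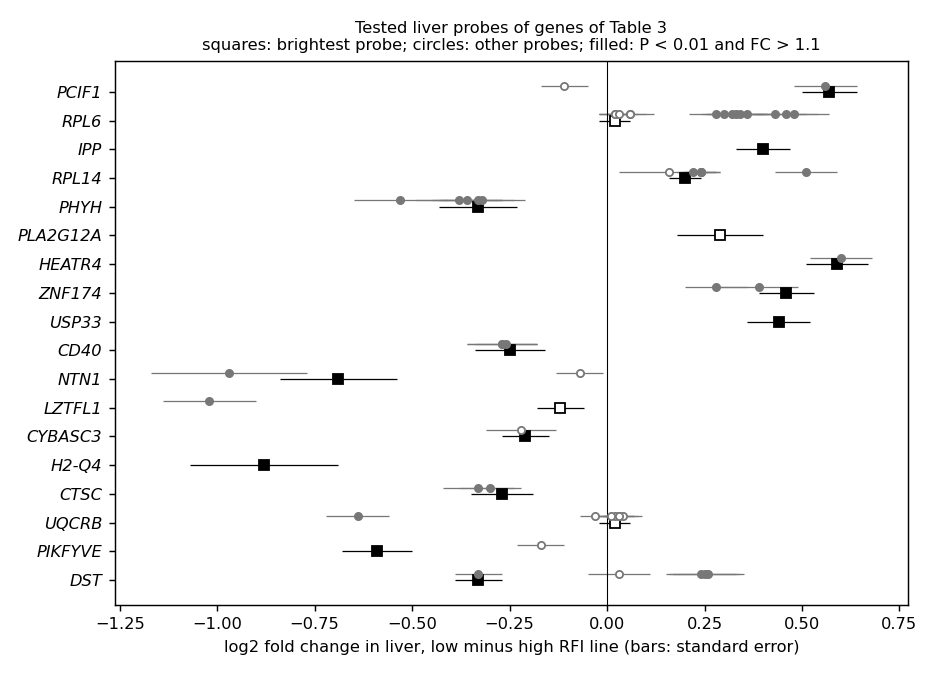
Log2 FC in liver (horizontal axis, low minus high RFI line, bars are standard errors) of the tested probes of genes of Table 3. Squares are the probe of highest intensity and circles the other probes, filled where P < 0.01 and FC > 1.1; the single probes of USP33 and IPP lie at 0.44 and 0.40, while UQCRB has a filled probe at -0.64 and its probe of highest intensity at 0.02.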

On the opposite, four genes involved in immune response (*CD40*, *CTSC, POLR3H* and *H2-Q4*) were identified as negative contributors to Dim1. 

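In liver, the 4 tested probes of CD40 were under-expressed in pigs from the low RFI line, with log2 FC from -0.27 to -0.25. The probe of highest intensity had a mean of 2.92 ± 0.34 (SD, n = 24) in the low RFI line and 3.17 ± 0.25 (SD, n = 24) in the high RFI line (P = 0.00556, P-BH = 0.0984), and 17 of 24 pigs from the low RFI line were below the median of the other line. The 3 probes of CTSC were also under-expressed, and the one of highest intensity had 4.68 ± 0.29 (SD, n = 24) against 4.95 ± 0.25 (SD, n = 24), a log2 FC of -0.27 (standard error 0.08, P-BH = 0.0412) with 17 of 24 pigs below the median. The probe named H2-Q4, which takes this name from Additional file 7 only, had a log2 FC of -0.88 (standard error 0.19, P-BH = 0.00318), with 20 of 24 pigs below the median.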

Netrin (*NTN1*) and two other genes participating to oxido-reduction process (*CYBASC3, UQCRB*) were also among the top negative contributors to Dim1. 

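NTN1 had 3 tested liver probes, of which 2 were under-expressed in pigs from the low RFI line. The probe of highest intensity had a mean of 1.73 ± 0.63 (SD, n = 24) in the low RFI line and 2.43 ± 0.39 (SD, n = 24) in the high RFI line, a log2 FC of -0.69 (standard error 0.15, P-BH = 0.0018), and 21 of 24 pigs from the low RFI line were below the median of the high RFI line. The second DEP had a log2 FC of -0.97 and the remaining probe one of -0.07 (P = 0.238). CYBASC3 was under-expressed by 1 of 2 probes (log2 FC of -0.21, standard error 0.06, P-BH = 0.041), with 19 of 24 pigs below the median. For UQCRB, 1 of 8 probes was under-expressed in liver, with a mean of 4.38 in the low RFI line and 5.02 in the high RFI line, a log2 FC of -0.64 (standard error 0.08, P-BH = 1.10e-07). The other 7 UQCRB probes, which included the probe of highest intensity (log2 FC of 0.02, standard error 0.04, P = 0.643), lay between -0.03 and 0.04 and did not meet the cut-offs.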

Finally, *PHYH* (phytanoyl-CoA 2-hydroxylase) was represented by different DEPs being either positively or negatively associated to Dim1. This was due to an opposite regulation of *PHYH* expression in adipose tissues (up-regulated in PRAT and SCAT in pigs from low vs high RFI lines) and lean tissues (down-regulated in muscle and liver in pigs from low vs high RFI lines).

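In liver, all 6 tested probes of PHYH were under-expressed in pigs from the low RFI line, with log2 FC between -0.53 and -0.32. The probe of highest intensity had a mean of 7.30 ± 0.36 (SD, n = 24) in the low RFI line and 7.63 ± 0.35 (SD, n = 24) in the high RFI line, a log2 FC of -0.33 (standard error 0.10, P = 0.00224, P-BH = 0.0549), and 19 of 24 pigs from the low RFI line were below the median of the high RFI line. The probe with the log2 FC of -0.53 had a P-BH of 0.00323. The decrease was found on both scan days, with log2 FC of -0.38 and -0.27 for the probe of highest intensity. Muscle and adipose tissues were not analysed here.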

### Tissue specificities in the molecular differences between the two RFI lines

In a second step of analysis, genes that were differentially expressed only in one tissue were submitted to an enrichment test to reveal tissue specificities. Functional clusters were listed, tissue by tissue, in Tables 4, 5 and 6. Details on genes included in each cluster are provided in Additional files 8, 9 and 10.

**Table 4:** Summary of the main muscle-specific biological processes

GO terms^a^	Nb DEG	E score	*P*-value
Over-expressed in pigs from the low RFI line			
GO:0006412 ~ translation	97	39.8	<0.001
GO:0022613 ~ ribonucleoprotein complex biogenesis	33	4.3	<0.001
GO:0003012 ~ muscle system contraction process	26	4.1	<0.001
GO:0006091 ~ generation of precursor metabolites and energy	31	3.1	<0.001
(GO:0006006 ~ glucose metabolic process)	(26)		(0.007)
GO:0032268 ~ regulation of cellular protein metabolic process	52	2.8	0.001
(GO:0006417 ~ regulation of translation)	(23)		(<0.001)
GO:0030163 ~ protein catabolic process	67	2.7	<0.001
(GO:0006511 ~ ubiquitin-dependent catabolic process)	(28)		(0.010)
GO:0008104 ~ protein localization	84	2.7	0.003
(GO:0046907 ~ intracellular transport)	(73)		(<0.001)
GO:0005977 ~ glycogen metabolic process	8	1.6	0.009
GO:0046324 ~ regulation of glucose import	10	1.5	<0.001
Under-expressed in pigs from the low RFI line			
GO:0006955 ~ immune response	62	10.1	<0.001
GO:0002250 ~ adaptive immune response	18	5.4	<0.001
GO:0001817 ~ regulation of cytokine production	22	4.6	<0.001
GO:0010033 ~ response to organic substance	61	4.0	<0.001
GO:0070482 ~ response to oxygen levels	17	4.0	<0.001
GO:0001501 ~ skeletal system development	25	3.4	<0.001
GO:0042981 ~ regulation of apoptosis	55	3.0	<0.001
GO:0009743 ~ response to carbohydrate stimulus	10	2.1	<0.001
GO:0006631 ~ fatty acid metabolic process	27	1.7	0.006
(GO:0008610 ~ lipid biosynthetic process)	(19)		(0.05)

^a^Genes that were differentially expressed between pigs from the low or high RFI lines in muscle only were clustered according to gene ontology (GO) terms for biological processes and Genomes biological pathways (hsa). Significantly-enriched clusters (E ≥ 1; *P* < 0.05) were listed with the enrichment (E) score, the number (Nb) of differentially expressed genes (DEG) in each cluster and *P*-value. Overlapping clusters with a similar biological significance were removed

**Table 5:** Summary of the main liver-specific biological processes

GO terms^a^	Nb DEG	E score	*P*-value
Over-expressed in pigs from the low RFI line			
GO:0009100 ~ glycoprotein metabolic process	9	1.4	0.012
GO:0043691 ~ reverse cholesterol transport	3	1.0	0.024
GO:0007242 ~ intracellular signaling cascade	28	1.0	0.042
Under-expressed in pigs from the low RFI line			
GO:0006952 ~ defense response	17	1.9	0.013
hsa00591:Linoleic acid metabolism	5	1.4	0.001
GO:0042981 ~ regulation of apoptosis	19	1.4	0.034
GO:0033559 ~ unsaturated fatty acid metabolic process	4	1.3	0.035
GO:0006468 ~ protein amino acid phosphorylation	16	1.3	0.049
GO:0050778 ~ positive regulation of immune response	7	1.1	0.016
GO:0006959 ~ humoral immune response	6	1.0	0.005

^a^Genes that were differentially expressed between pigs from the low or high RFI lines in liver only were clustered according to considered to gene ontology (GO) terms for biological processes and Genomes biological pathways (hsa). Significantly-enriched clusters (E ≥ 1; *P* < 0.05) were listed with the enrichment (E) score, the number (Nb) of differentially expressed genes (DEG) in each cluster and *P*-value

**Table 6:** Summary of the main adipose tissue-specific biological processes

GO terms^a^	Nb DEG	E score	*P*-value
Subcutaneous adipose tissue			
Over-expressed in pigs from the low RFI line			
GO:0006796 ~ phosphate metabolic process	14	1.7	0.011
GO:0006006 ~ glucose metabolic process	5	1.6	0.018
GO:0006091 ~ generation of precursor metabolites and energy	11	1.5	0.004
(GO:0016042 ~ lipid catabolic process)	(6)		(0.006)
(GO:0006635 ~ fatty acid beta-oxidation)	(3)		(0.01)
GO:0034599 ~ cellular response to oxidative stress	4	1.2	0.033
Under-expressed in pigs from the low RFI line			
GO:0007517 ~ muscle organ development	6	1.7	0.002
GO:0006796 ~ phosphate metabolic process	9	1.3	0.045
GO:0006952 ~ defense response	7	1.2	0.041
Perirenal adipose tissue			
Under-expressed in pigs from the low RFI line			
GO:0001568 ~ blood vessel development	10	2.8	<0.001
GO:0008202 ~ steroid metabolic process	7	1.4	0.012
(GO:0008203 ~ cholesterol metabolic process)	(4)		(0.05)

^a^Genes that were differentially expressed between pigs from the low or high RFI lines in subcutaneous (SCAT) or perirenal (PRAT) adipose tissues only were clustered according to considered to gene ontology (GO) terms for biological processes and Genomes biological pathways (hsa). Significantly-enriched clusters (E ≥ 1) were listed with the enrichment (E) score, the number (Nb) of differentially expressed genes (DEG) in each cluster and *P*-value

#### Muscle

A total of 1 785 DEG were exclusively found in muscle (Fig. 3). This means that about 72% of muscle DEG was not listed in the other examined tissues. The highest number of up-regulated genes (97 DEG) in pigs from the low RFI line when compared with pigs from the high RFI line were participating to translation process (Table 4), with 60 genes coding for ribosomal subunits, 8 genes coding for mitochondrial ribosomes, 11 genes involved in translational initiation and 5 genes coding for translation elongation factors (Additional file 8). Intracellular transport and protein catabolic process, which included ubiquitin specific peptidases, ubiquitin-conjugated enzymes and proteasome subunits, were also top-enriched biological pathways of overexpressed muscular genes in pigs from the low RFI line. Another predominant pathway of over-expressed genes in muscle of pigs from the low RFI line was the contraction process with many up-regulated genes coding for filament proteins. Finally, over-expressed genes in muscle were also clustered in functional modules related to the generation of precursor metabolites and energy: they participated to the regulation of glucose import (~10 genes, including the insulin-related genes *INSR, INS-IGF2 and IRS2*), coded for various enzymes acting in glycogen metabolic process (~8 genes) and other glucose metabolic processes such as glycolysis, tricarboxylic acid cycle, and finally the respiratory chain (e.g.; cytochrome c oxidase-related and different NADH dehydrogenase subunits) to achieve the oxidative process of energy production from glucose (Additional file 8).

Conversely, 69 genes that were down-regulated in pigs from the low RFI line were involved in immune response and cytokine production (Table 4). They included genes associated with the Toll-like receptor family, complement components and receptors, and proteins regulating antigen presentation (Additional file 8). Under-expressed genes in those pigs also shared GOBP terms for fatty acid metabolic process, such as lipid biosynthetic process (19 genes). A high number of under-expressed genes in muscle of pigs from the low RFI line also participated to the regulation of apoptosis. Finally, skeletal muscle development, a process which was likely promoted by the transcription factor *MYC* and also included genes of the transforming growth factor (*TGFB1, TGFBR2*) and insulin-growth factor-1 (*IGF1, IGF1R*) families (Additional file 8), was identified as another down-regulated process in pigs from the low RFI line.

#### Liver

In liver, the majority of the up-regulated genes in pigs of the low RFI line compared with pigs of the high RFI line participated to intracellular signaling cascade (Table 5). 

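Additional file 9 lists 28 genes over-expressed in liver only for intracellular signaling cascade, and 26 of them had a tested probe. Of these, 17 had over-expressed DEP in pigs from the low RFI line, 0 had under-expressed DEP and 9 had none. The median log2 FC of the probes of highest intensity was 0.19, with 20 genes higher and 6 lower (camera, P-BH = 1.68e-10). The P-BH was 1.67e-12 with fry and 4.60e-07 with an estimated correlation. At 5%, 7 genes were significant after adjustment over all tested probes and 17 adjusted over the list alone, which was chosen from these same pigs. Glycoprotein metabolic process, the other list of 9 over-expressed genes, had 6 genes with over-expressed DEP and a median log2 FC of 0.208 (camera, P-BH = 6.69e-05).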

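In liver, the probe of LIPC had a mean of 3.18 ± 0.25 (SD, n = 24) in pigs from the low RFI line and 2.92 ± 0.30 (SD, n = 24) in pigs from the high RFI line, a log2 FC of 0.26 (standard error 0.08, P = 0.00237, P-BH = 0.0567). The 4 tested probes of APOA1 were over-expressed, with log2 FC from 0.15 to 0.23. The APOA1 probe of highest intensity, at 10.98 ± 0.19 (SD, n = 24) against 10.83 ± 0.18 (SD, n = 24), had P = 0.00777 and P-BH = 0.121, and no longer met the cut-offs with the 75th percentile centring (P = 0.0119) or, on FC, with quantile normalization (log2 FC of 0.13). For LCAT, 1 of 2 probes met the cut-offs (log2 FC of 0.20, standard error 0.07, P = 0.00303, P-BH = 0.0659). Pigs from the low RFI line were above the median of the high RFI line in 19 of 24 cases for LIPC, 18 for APOA1 and 20 for LCAT. Averaged over both of its probes, LCAT had a log2 FC of 0.19 with P = 0.0139.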

Three overexpressed genes were also involved in the reverse cholesterol transport: *LIPC* (hepatic form of triglyceride lipase), *APOA1* (apolipoprotein-A1) coding for a major component of high-density lipoproteins, and *LCAT* (lecithin–cholesterol acyltransferase) which is responsible for the formation of plasma cholesteryl esters from free cholesterol (Additional file 9).

Most of the down-regulated genes in liver of pigs from the low RFI line compared with pigs from the high RFI line participated to defense and immune responses (Table 5). These pathways included TNF family members and interleukins, such as *IL10* (interleukin-10) produced by lymphocytes and its receptor (*IL10RB*), which is required for *IL10*-induced signal transduction (Additional file 9). 

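Of the 17 genes listed for defense response in Additional file 9, 14 had a tested liver probe, of which 10 had under-expressed DEP, 0 over-expressed DEP and 4 none. The median log2 FC of the probes of highest intensity was -0.265, with 13 of 14 genes lower in pigs from the low RFI line (camera, P-BH = 8.27e-08). The P-BH was 0.000952 with fry and 0.0305 with an estimated correlation. The lists for positive regulation of immune response and for humoral immune response had 5 tested genes each, all lower, with median log2 FC of -0.277 and -0.322 and camera P-BH of 9.55e-05 and 0.000129, and 4 genes of each had under-expressed DEP. These lists had been chosen from these pigs by the study, so that the tests describe the size of the differences.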

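The 3 tested probes of IL10 were under-expressed in liver of pigs from the low RFI line, with log2 FC from -0.44 to -0.40. The probe of highest intensity had a mean of -0.80 ± 0.47 (SD, n = 24) in the low RFI line and -0.39 ± 0.41 (SD, n = 24) in the high RFI line (standard error of the log2 FC 0.12, P-BH = 0.0377). Both probes of IL10RB were under-expressed, with log2 FC of -0.43 (standard error 0.11, P-BH = 0.0179) and -0.27 (P = 0.00289, P-BH = 0.0643). For each gene, 20 of 24 pigs from the low RFI line were below the median of the high RFI line with the probe of highest intensity.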

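Additional file 9 lists CYP3A4, CYP3A5, CYP2J2 and CYP1A2 for linoleic acid metabolism in liver. Among these 4 genes, it lists CYP2J2 also for unsaturated fatty acid metabolic process. CYP1A2 was represented by 2 tested probes that changed in opposite directions. The probe of highest intensity had a mean of 3.07 ± 0.74 (SD, n = 24) in pigs from the low RFI line and 3.85 ± 0.83 (SD, n = 24) in pigs from the high RFI line, a log2 FC of -0.78 (standard error 0.22, P-BH = 0.0299) with 19 of 24 pigs below the median of the other line. The other CYP1A2 probe had 0.72 in the low RFI line and -0.09 in the high RFI line, a log2 FC of 0.81 (standard error 0.12, P-BH = 1.32e-05). CYP3A4 had 1 tested probe, with a log2 FC of -0.16 (standard error 0.08, P = 0.0681) that did not meet the cut-offs. CYP3A5 and CYP2J2 were not analysed here.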

Under-expressed hepatic genes in those pigs also participated to unsaturated fatty acid metabolism, with four members of the cytochrome P450 superfamily of enzymes known to catalyze reactions in the synthesis of cholesterol and steroids (Additional file 9).

#### Adipose tissues

The DEG in the two adipose tissues of pigs from the low RFI line compared with pigs from the high RFI line were distributed in a large number of biological processes, so that there were few (SCAT) or no (PRAT) significantly enriched pathways. Only 37% of the DEG in PRAT was also reported in SCAT (Fig. 3), which suggests different molecular responses according to fat anatomical locations.

In SCAT, the predominant biological pathway shared by over-expressed adipose genes in pigs from the low RFI line concerned the generation of precursor metabolites and energy. Notably, glucose metabolic process (5 genes) and lipid catabolic process (6 genes) were up-regulated processes in those pigs when compared with pigs from the high RFI line (Table 6); this latter pathway included *PLIN1* acting in lipolysis and three genes participating to fatty acid beta-oxidation (Additional file 10). The response to oxidative stress with genes encoding anti-oxidant enzymes (*CAT, SOD1, DUOX2*), was identified as another enriched biological process in SCAT of pigs from the low RFI line when compared with pigs from the high RFI line. Conversely, defense response was the main enriched pathway of under-expressed genes in SCAT in pigs from the low RFI line: this concerned chemokines (*CCL21, CCL8*) and attractin (*ATRN*), a secreted protein regulating the chemotactic activity.

Specific to PRAT, under-expressed genes in pigs from the low RFI line were participating to steroid and cholesterol metabolic processes (Table 6); they included members of the cytochrome P450 superfamily catalyzing reactions involved in synthesis of cholesterol, and *SREBF2* (sterol regulatory element binding transcription factor 2) acting as a key transcription factor to control cholesterol homeostasis (Additional file 10).

#### Conclusions on tissue specificities

Although represented by different genes in each tissue, immune and defense responses (muscle, liver and SCAT), regulation of apoptosis and cell death (muscle, liver), and cholesterol and steroid metabolic processes (liver, PRAT) thus emerged again as modulated pathways due to line. 

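For liver, the list for regulation of apoptosis in Additional file 9 had 17 tested genes of 19, with a median log2 FC of -0.294 in pigs from the low RFI line and 15 genes lower. Under-expressed DEP were found for 11 of them, over-expressed DEP for 0 and none for 6. The P-BH was 3.11e-10 with camera, 3.07e-11 with fry and 5.51e-07 with an estimated correlation. The list for reverse cholesterol transport had 4 tested genes of 6, all with higher values, and a median log2 FC of 0.176 (camera, P-BH = 0.00126). Both lists had been chosen from these pigs by the study, so that the tests describe the size of the differences. Muscle and adipose tissues were not analysed here.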

Importantly, fatty acid catabolic process was represented by genes that were under-expressed in muscle of pigs from the low RFI line and by genes that were up-regulated in adipose tissues of the same pigs when compared with pigs from the high RFI line.

## Discussion

This study considered pigs from two genetic lines divergently selected for RFI, a biological estimate of the efficiency of feed utilization. Phenotypically, pigs from the low RFI line had an improved gain-to-feed ratio during the test period, the difference between lines being commensurate to our previous observations in a former generation of selection [20]. In this experiment, this was achieved by increased growth rate rather than by large reduction in daily feed intake for pigs of the low RFI line when compared with pigs of the pig RFI line. Especially, the line-associated difference in feed intake in these subsets was smaller (57 g/d, *P* < 0.10) than what was expected based on data acquired in sib mates raised in the selection farm (240 g/d, personal data) and reported in former generations raised in experimental farms under conventional diets (90 g/d; [17; 18]). Pigs of the low RFI line also had greater muscle mass when compared with pigs from the high RFI line, which agrees with previous data [17, 18]. Altogether, it is important to state that the two groups inherited the intrinsic RFI genetic differences of their line; they were also phenotypically different in feed efficiency. Because it is now assumed that dedicated mathematical methods and joint modelling analyses are required to integrate multiple tissue transcript data [21], multivariate statistical analysis and descriptive bioinformatics were associated to propose a reasonable number of shared and tissue-specific functional pathways from muscle, liver and adipose tissues transcriptomes and to enlighten key genes which can be related to a genetic difference for RFI and a general difference in feed efficiency phenotype.

### Immune molecular pathways shared by the four tissues

Immune response appears to be the most important biological pathway of clustered under-expressed genes in the four tissues examined in pigs from the low RFI line (more efficient) when compared with pigs from the high RFI line (less efficient) at 132 days of age. In agreement with our results, levels of serum inflammatory markers such as the acute phase protein haptoglobin have been reported to be lower in Yorkshire pigs selected for low RFI [22]. In cattle, contrasted results have rather been reported. Consistent with our results, the expression levels of some genes related to inflammatory processes were lower in liver of low RFI heifers [23] and an enrichment of transcriptomic networks for inflammatory response was conversely reported in the liver of low feed efficient, high RFI steers [13]. On the opposite, pathway analysis of DEG across muscle, adipose tissue and duodenum predicted immune system and inflammatory response to be increased in low RFI bulls [16]. Because having an activated immune system is energetically costly [24], the down-regulation of many immune genes in pigs from the low RFI line (more efficient) may contribute to lower basal metabolic rate in those pigs. In support, a lower heat production related to reduced basal metabolic rate has been previously reported in low RFI pigs compared with high RFI pigs [20]. In our study, the over-expression of *CD40* (TNF receptor superfamily member 5) in the four examined tissues was notably proposed as one of the hallmarks of pigs from the high RFI line. This may be due to the regulatory role of this gene (which is expressed by T and B lymphocytes) in a wide spectrum of molecular processes during the initiation and progression of adaptive immunity [25, 26]. This gene has been also identified in a significant genomic region associated with ADG in pigs [9]. Another important gene in the inflammatory response to discriminate pigs from the low vs high RFI lines was *CTSC* (cathepsin-C). This gene codes for a lysosomal cysteine proteinase playing a central role in bacterial killing and immune regulation in T lymphocytes [27]. Identifying *NTN1* (netrin-1) as another key gene for which a differential expression in the four tissues brought an important contribution to genetics difference for RFI, may be related to the role of this laminin-related secreted protein in directing the retention of macrophages in adipose tissue [28]. In accordance, different genes coding for chemokines, a family of chemoattractant cytokines, were also identified with a lower expression in SCAT of pigs from the low RFI line. Instead, the transcriptional modulation of immunity in muscle was more specifically related to Toll-like receptors (*TLR2* and *TLR4*), which are known to be expressed by both myoblasts and myotubes [29]; genes in this pathway also included complement components and receptors that may initiate the inflammatory response in muscle [30]. From the current data, it is however not possible to predict the ability of pigs from the low or high RFI lines to cope with an immune challenge. In younger pigs, it has been shown that the two RFI lines coped similarly with a complete Freund’s adjuvant challenge inducing a noninfectious pneumonia [31]. Moreover, low RFI piglets recovered faster than high RFI piglets after the challenge [32]. In comparison with the high RFI line, growth rate was also less impaired in young growing pigs from the low RFI line facing degradation of hygiene conditions [33] and after a PRRSV infection [34]. These data suggest that having lower expression levels of various immune genes in tissues would not limit the ability of more efficient pigs to cope with inflammatory events in the young age; this remains to be checked for pigs around puberty.

### Anti-oxidant pathways in lean and fat tissues

The present study identifies response to oxidative stress as another biological process shared by the same genes which were differentially-regulated in the four tissues depending of the line. A small network of co-expressed genes also linked response to oxidative stress with immunity and apoptosis. In agreement with these findings, it is generally admitted that immune system activation releases highly reactive species to kill pathogens, which can cause oxidative damage to tissues. 

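PON1 was represented by 2 tested liver probes of similar intensity. Only 1 of them met the cut-offs, with a mean of 7.42 ± 1.00 (SD, n = 24) in pigs from the low RFI line and 4.89 ± 1.90 (SD, n = 24) in pigs from the high RFI line, a log2 FC of 2.53 (standard error 0.42, P-BH = 1.10e-04), and 23 of 24 pigs from the low RFI line were above the median of the high RFI line. The brighter PON1 probe was lower in the low RFI line, with 6.24 ± 0.26 (SD, n = 24) against 6.41 ± 0.29 (SD, n = 24), and did not meet the cut-offs (log2 FC of -0.16, standard error 0.08, P = 0.0497). Averaged over both probes, the log2 FC was 1.18. The 4 tested probes of PON3, a gene of the same family, were over-expressed with log2 FC from 2.44 to 2.55. For the brightest PON3 probe, 15 pigs had values of 5.09 or less and 33 pigs values of 6.92 or more, with no pig between them, and 14 of the 15 came from the high RFI line. The called PON1 probe placed the same pigs in the lower and the upper group, and its values followed those of the brightest PON3 probe within each group (r = 0.993 over 15 pigs and 0.992 over 33 pigs, rho = 0.989 and 0.987, 2-sided permutation tests, P = 1e-05, the smallest that 100000 resamples can give, adjusted P of 2.6e-05 over 18 relations). Without the 2 pigs farthest from the median, r was 0.991 in both groups. The r of the called PON1 probe with the brighter PON1 probe was 0.623 (rho = 0.568, adjusted P = 0.016) in the lower group and -0.147 (rho = -0.161, adjusted P = 0.44) in the upper group.

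**Figure D4:**
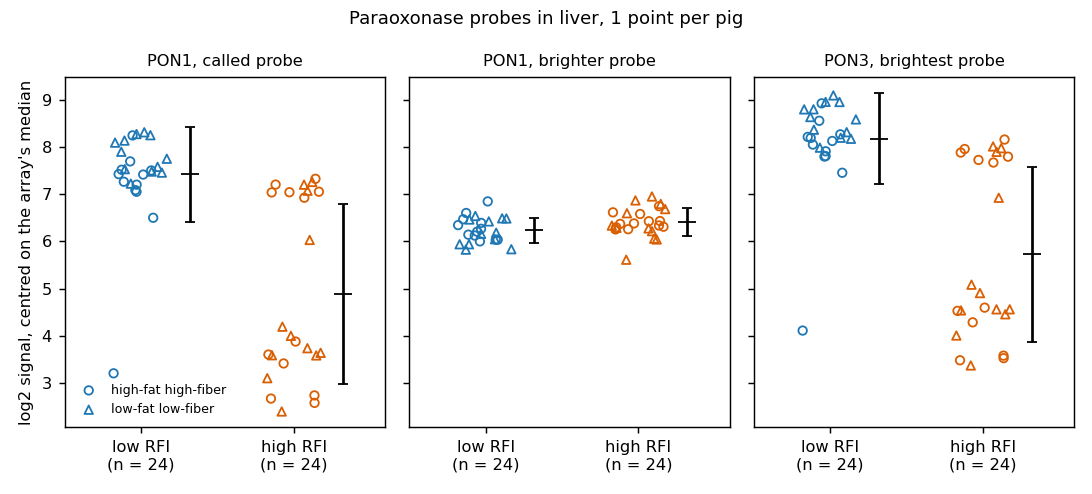
Log2 signal centred on the median of each array (vertical axis) for the called PON1 probe, the brighter PON1 probe and the brightest PON3 probe, by line, with 1 point per pig and the mean and SD of each line (n = 24) beside the points. The called PON1 probe and the PON3 probe fall into the same lower group of 15 and upper group of 33 pigs, whereas the brighter PON1 probe has a log2 FC of -0.16.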

Especially, paraoxonase-1 (*PON1*) had a higher expression level in the four tissues of pigs from the low RFI line when compared with pigs from the high RFI line. This glycoprotein is transferred from liver to prevent the accumulation of lipid peroxides and reduce macrophage inflammatory response in tissues [35]. Conversely, an up-regulation in *UQCRB*, a gene coding for the ubiquinol-cytochrome c reductase binding protein which plays roles in oxygen sensing and ROS-mediated signaling [36], may negatively contribute to feed efficiency. Altogether, this suggests diminished oxidative stress in more efficient pigs. In agreement with this assumption, research in broilers has consistently shown that muscle mitochondria from high efficient birds produce less hydrogen peroxide [37]. In addition, others have shown that ROS production in muscle and RFI values were positively correlated, although no difference in electron leakage was seen in mitochondria prepared from livers of low and high RFI pig lines [38]. In our study, adipose-specific molecular responses to oxidative stress were further suggested, with the higher rather than lower expression levels in SCAT of different genes participating to the first enzymatic line of defense against oxidative stress (*CAT, SOD1, DUOX2*) when pigs from the low RFI line were compared with pigs from the high RFI line. This suggests that feed efficiency might be associated with different ROS production between adipose and lean tissues, and(or) that these tissues dealt differently with ROS detoxification.

### Up-regulation of genes involved in protein synthesis and catabolism in tissues

Finally, the largest number of genes differentially regulated in the four tissues between pigs from the low or high RFI lines belonged to protein metabolic processes. Similarly, candidate genes in pathways related to protein metabolism have been suggested in genomic regions accounting for feed conversion ratio in cattle [7]. Ribosome biogenesis and translation processes were notably enriched in over-expressed genes in tissues of pigs from the low RFI line. This could explain the greater muscle mass in those pigs when compared with pigs from the high RFI line at 132 days of age. Up-regulated genes acting in protein synthesis, proliferation and growth have been similarly revealed across muscle, liver and adipose tissue of low RFI beef cattle [12, 16]. Surprisingly, different genes known to participate to protein degradation were over-expressed in the four tissues examined in pigs from the low RFI line when compared with pigs of the high RFI line. This was not expected because others have reported depressed ubiquitin content in breast muscle of high feed efficient chicken [39] and lower activities of protein degradation enzymes in muscle of pigs selected for low RFI [40]. Among other genes involved in protein addressing and degradation, expression levels of *PSEN1* (presenilin-1) and *USP33* (ubiquitin specific peptidase 33) regulating ubiquitin-dependent protein catabolic process, were among the top molecular contributors in the differences between low and high RFI lines. Many ubiquitin-conjugating enzymes were also specifically over-expressed in muscle of the most efficient pigs. Both protein targeting and the ubiquitin system are known to regulate virtually all aspects of cellular functions [41]. Therefore, the observed changes in genes regulating protein transport and degradation may be important in the control of various biological processes involved in an improved efficiency phenotype. However, because protein synthesis, transport and breakdown are regarded as energy-costly processes [42], up-regulation of protein metabolism in tissues of pigs from the low RFI line represented an apparent paradox that deserves further studies.

### Tissue-specific modulations in energy use

Tight regulation of glucose homeostasis is essential for fast-twitch muscle where glucose metabolites are the major energy sources. In *longissimus* muscle, the gene expression program related to glycogen utilization was up-regulated in pigs from the low RFI line. This is in agreement with our previous findings of higher level of glucose issued from glycogen hydrolysis and elevated glycolytic potential in pigs selected for low RFI [17]. Moreover, increased glycogen content in hypertrophied white fast-twitch fibers have been previously observed in muscle biopsies from low RFI pigs in a former generation of selection [43]. In the present study, genes involved in the respiratory electron transport chain of mitochondria were also up-regulated in muscle of pigs from the low RFI line. This is in accordance with recent data showing higher mitochondrial protein expressions by shotgun proteomics in chicken with an improved feed efficiency phenotype [44]. Altogether, these data may sign for an increased efficiency of mitochondria rather than a greater number of mitochondria in the most efficient pigs. Conversely, different genes involved in triglyceride lipolysis, fatty acid oxidation but also fatty acid synthesis and elongation, were up-regulated in muscle of pigs from the high RFI line, which suggests that fatty acid use was promoted in muscle of the less efficient pigs. The greater activity of hydroxyacyl-Coenzyme A dehydrogenase, an important enzyme in the beta-oxidation, which was measured in muscle from high RFI pigs in a former generation of selection [18], further supports these molecular data. Because energy cost of intramuscular fatty acid synthesis is elevated, more efficient pigs may favor the use of glycogen rather than of fat to support energy needs for protein deposition and muscle filament contraction. Opposite to the muscle transcriptome, an increased expression of genes participating to lipolysis and fatty acid oxidation was observed in SCAT of pigs from the low RFI line. A striking example for this opposite regulation in fatty acid oxidation between lean (muscle and liver) and fat (adipose tissue) was provided by *PHYH.* This gene codes for the phytanoyl-CoA 2-hydroxylase, an enzyme involved in metabolizing phytanic acid, a metabolite of phytol regulating the alpha-oxidation process in the peroxisome. Examples for such an opposite regulation of *PHYH* gene expression between liver and adipose tissue have been provided in rodents fed high-fat diets [45, 46]. To date, a higher fatty oxidation in adipose tissue is regarded as a key for the lean phenotype in rodents and human [47]. The present study further suggests that fatty acid oxidation in adipose tissue could be important for the efficiency of lean growth, independently of adiposity.

Finally, members of the cytochrome P450 (*CYP*) superfamily of enzymes that catalyze reactions in the synthesis of cholesterol and steroids were down-regulated in liver and PRAT of pigs from the low RFI line (more efficient). Similarly to our results, other *CYP* genes were found as down-regulated genes in liver of low RFI cattle [12, 13]. Conversely, *LCAT* (lecithin cholesterol-acyltransferase) responsible for the formation of most plasma cholesteryl esters, and its cofactor *APOA1* (apolipoprotein A1) which promotes cholesterol efflux, were up-regulated in liver of pigs from the low RFI line. Taken together, these changes suggest that cholesterol level in liver may be reduced (less synthesis, greater efflux) in more efficient pigs. Interestingly, positive relationships between cholesterol plasma level and RFI values have been previously reported in pigs [48] and beef cattle [13]. Altogether, this suggests that cholesterol content may be associated with differences in efficiency phenotypes.

### Tissue hierarchy participating to an efficiency phenotype

Among the four examined tissues, the *longissimus* muscle was found as the primary site affected by a divergent selection for RFI. This was expected due to the main role of skeletal muscle in body energy homeostasis and energy use. Among genes involved in the regulation of glucose import, energy metabolic process and cellular protein metabolism, different genes related to insulin and *IGF2* system were over-expressed in muscle of pigs from the low RFI line, which is in agreement with recent findings showing an up-regulation of *IGF2* in muscle of more efficient pigs [49]. On the opposite, other genes known to participate to skeletal muscle development such as *c-MYC* antigen, *TGF-β*, *IGF1* and its receptor *IGF1R* were down-regulated in muscle of pigs from the low RFI line. Decreased circulating concentration of IGF-I has been also associated with a leaner, more efficient phenotype when juvenile pigs (range 33 d to 42 d of age) have been investigated [50]. Considering that *IGF1* expression in pig muscle decreased with advancing age [51], this suggests that difference in growth kinetics may exist between pigs from the low and high RFI lines. In the present study, dorsal subcutaneous adipose tissue (SCAT) had the less affected transcriptome among the four examined tissues. The selection procedure has been conducted with the objective to keep adiposity constant [3]. If any, phenotypic differences in subcutaneous adiposity between lines were not manifested before 19 weeks of age [17]. Altogether, time-course studies should be valuable to better understand the roles played by various biological mechanisms in muscle and adipose tissues in inter-individual differences in feed efficiency.

## Conclusion

This study presents novel findings on the transcriptomic modulations related to feed efficiency considering four tissues involved in energy generation and use in pigs. Immune response, protein metabolism and response to oxidative stress were identified as the main molecular pathways that were associated with a genetic difference for RFI and a general difference for efficiency phenotypes in pigs at 132 days of age. Therefore, non-productive functions in metabolic tissues are likely important processes for feed efficiency. It may be further suggested that dietary compounds with both anti-inflammatory and anti-oxidant activities can improve feed efficiency in growing pigs.

## Methods

### Ethic statement

The care and use of pigs were performed following the guidelines edited by the French Ministries of High Education and Research, and of Agriculture and Fisheries (http://ethique.ipbs.fr/sdv/charteexpeanimale.pdf). All pigs were reared in compliance with national regulations and according to procedures approved by the French Veterinary Services at INRA experimental facilities.

### Animals

Purebred Large White pigs were considered in the present study. These pigs originated from two lines divergently selected over eight generations for RFI. Principles of selection were described by Gilbert and colleagues [3]. Briefly, daily feed intake (DFI) was measured on group-housed boars fed ad libitum from 35 to 95 kg BW. Two traits were recorded and used to calculate the predicted feed intake: ADG from 35 to 95 kg BW and backfat thickness (BFT) at 95 kg BW assessed by an ultrasonic device and averaged from 6 different measures at the dorsal locations. A phenotypic RFI selection index was then computed as a linear combination of those traits as follows: RFI = DFI ‐ (1.06 × ADG) ‐ (37 × BFT). The objectives were keeping ADG and BFT constant between the two RFI lines.

In this experiment, 48 barrows (*n* = 24 per line) originated from the selection herd (INRA GenESI, Le Magneraud, France) were reared at INRA Pegase (St-Gilles, France). From 74 d of age onwards, pigs were randomized by line in two dietary groups (*n* = 12 per diet and per line), a high-fat high-fiber diet or a low-fat low-fiber diet. Detailed information about diets can be found in our associated publication [52]. All pigs were housed in isolated pens, thus allowing an individual control of DFI. At 132.5 d ± 0.5 d of age, the 48 pigs were killed in the post-prandial period (2 h after their last meal) by electronarcosis followed by jugular exsanguination. Samples were immediately collected at the dorsal subcutaneous adipose tissue (SCAT) location (last rib level) and from the *longissimus* muscle just below SCAT sampling in the right carcass side. After opening the abdominal cavity, the liver and the entire perirenal adipose tissue (PRAT) were collected and weighed. Tissue samples were immediately cut, frozen in liquid nitrogen, and stored at −75 °C until analyses. The day after slaughtering, the entire dorsal SCAT (backfat) and the *longissimus* muscle were removed from the left side of the chilled carcasses and weighed.

### RNA isolation and reverse transcription

Total RNA was extracted from each tissue by homogenization in Trizol reagent (Invitrogen, California, USA) and purified using a silica-membrane technology under vacuum (Nucleospin® 8 RNA kit, Macherey-Nagel, France). The method included a DNase digestion step to remove contaminating DNA. The quantification of RNA was performed by using a NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, Illkirch, France). Ratios of A260/280 and A260/230 were greater than 1.7 in all samples, denoting good purity. The RNA integrity was assessed using the Agilent RNA 6000 Nano kit and an Agilent 2100 Bioanalyzer (Agilent Technologies France, Massy, France). Average RNA integrity numbers were 8.4 ± 0.4 (mean ± SD). Altogether, 192 RNA samples (*n* = 48 per tissue; 4 tissues) were thus generated for further analyses.

### RNA labelling and microarray hybridization

Custom porcine microarrays that contain 60,306 porcine probes were used (8 × 60 K, GPL16524, Agilent Technologies, Massy, France). Each of the 192 RNA samples was labeled with Cy3 dye using the Low Input Quick Amp Labeling kit (Agilent Technologies) following the manufacturer’s instructions. Briefly, a two-step procedure generates fluorescent complementary RNA (cRNA) by using T7 RNA polymerase, which simultaneously amplifies target and incorporates cyanine-labeled CTP. Samples were then purified with an RNeasy Mini kit (Qiagen, Hilden, Germany). Microarray hybridizations were carried out in Agilent’s hybridization chambers containing 600 ng of Cy3-labeled cRNA sample per hybridization. Hybridization reactions were performed at 65 °C for 17 h using Agilent’s Gene Expression Hybridization kit. After washing, microarrays were scanned at 3 μm/pixel resolution using the Agilent DNA Microarray Scanner, and images were analyzed with Agilent Feature Extraction Software (Version 10.7.3.1, protocol GE1_107_Sep09).

Analyses were performed using the R software version 2.10.0. Raw spots intensities were first submitted to quality filtration based on four criteria: intensity, uniformity, saturation and outliers detection. Intensities of filtered spots were transformed into log2(Cy3), and data were normalized by median centering, i.e. subtracting the median value across all probes from all raw values for each sample.

### Microarray data statistical analyses

Microarray consolidated data are deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO subseries accession numbers (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=) GSE84092 for *longissimus* muscle, GSE84093 for liver, GSE70837 for PRAT and GSE70836 for SCAT. First, the microarray data obtained in each tissue were analyzed by a two-way analysis of variance (ANOVA) with RFI line, diet and the interaction between line and diet as the main effects. Because there is no significant interaction between line and diet (cut-off *P* > 0.05), the line and diet effects can be separately inferred. 

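In liver, the interaction between line and diet was tested for the 45236 probes in the limma model. No probe reached a P-BH of 5% (0 probes with limma and 0 with an unmoderated ANOVA), and 0 probes reached a P-BH of 10%. At an unadjusted P under 0.05, 1071 probes had an interaction with limma and 1068 with the ANOVA, the former being 2.4% of those tested, fewer than the 5% that a P cut-off of 0.05 passes when no effect is present. The cut-offs used for the line effect were met by 163 probes for the interaction. The effect of line was also read within each diet for the 5 named genes with the largest rise and the 5 with the largest fall, and it had the same direction in both diets for these 10 genes. For NRN1, the log2 FC was -2.86 in pigs fed the high-fat diet and -3.36 in pigs fed the low-fat diet (interaction, P = 0.559). For PDZK1IP1, it was -0.98 and -2.51, respectively, with an unadjusted interaction P of 0.0159, and for PON3 it was 1.95 and 3.14 (P = 0.171). From the lack of an interaction, the paper reasons that the effects of line and diet can be inferred separately.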

In this study, only the line effect on transcriptomes was analyzed and discussed. For the diet effect on adipose tissue transcriptomes, one may refer to our associated publication [53]. The same cut-off (raw *P*-value < 0.01 and fold-change between conditions > |1.1|) was considered as a heuristic way [54] to retain a sufficient number DEP in the four tissues due to line allowing subsequent integrative analyses. Numbers of DEP when considering Benjamini-Hochberg (BH) multiplicity correction of the *P*-values for a control of the FDR were also calculated in the four tissues (Additional file 1). The lists of DEP (up-regulated vs. down-regulated in low RFI line compared with high RFI line) were generated by tissue, and the correspondence between each DEP and its official gene symbol was made to elicit lists of DEG.

To deduce communalities across the four tissues and to reveal molecular specificities of each tissue, the VENNY tool free online on the web site was used to compare the transcriptome data lists and edit VENN diagrams [http://bioinfogp.cnb.csic.es/tools/venny/index.html]. Because different molecular probes can correspond to the same unique gene, communalities and specificities were deduced for DEG rather than for DEP.

Complementary to this descriptive analysis, the data integration method MFA was used to highlight the most important contributors to RFI difference. Details for this mathematical method that analyses the relationships between tissue-wise probe sets can be read elsewhere [55]. Its ability to summarize relevant biological messages across separate transcriptomic datasets was recently illustrated in pig nutritional studies [53]. The FactoMineR package in R software was used. Four principal component analyses (PCA) were first calculated from the DEP dataset (one for each tissue), and each variable identified by the probe name was weighed by the first eigenvalue in each PCA. The next analysis consisted in performing a meta-PCA by using these weighed variables as new entries, thus ensuring that each tissue influence was equally distributed to analyze the whole transcriptomic variability across tissues. Thereby, the three first axes of these four separate PCA (Dim_*i*_muscle, Dim_*i* Liver, Dim_*i*_PRAT and Dim_*i*_SCAT with *i* = 1 to 3) were projected as supplementary variables in the principal MFA plane (Dim1; Dim2). Calculating the correlations between each DEP and the first two MFA dimensions allows deciphering the DEP which were mainly responsible for variability in overall molecular responses. In the present study, the retained correlation threshold was r > |0.70| (*P* < 0.001).

### Functional pathways analysis

The gene ontology terms for biological processes (GOBP) were automatically searched within lists of DEG, using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resource database (http://david.abcc.ncifcrf.gov/ [56]). This analysis can be considered as a statistical method that exploits a priori knowledge to provide a biological meaning to the identified genes and reduce the multiple-testing burden [21]. The results were downloaded using the “Functional annotation clustering” option of the DAVID tool. The enrichment (E) score (which is measured by the geometric mean of the EASE score of all enriched annotations terms) and the modified Fisher exact *P*-value were obtained. In this study, E ≥ 1 and *P*-value ≤ 0.05 were retained to list the groups of genes. Plausible regulatory networks that included expression changes were then visualized using QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, CA, www.qiagen.com/ingenuity), with the main goals to generate functional hypotheses and identify central molecules in small sub-networks.

### Quantitative real-time PCR (qPCR)

Technical validation of microarrays data was performed by examining expression levels of target genes by qPCR. First-strand cDNA synthesis was performed with 1 μg of total RNA used for microarray analysis (*n =* 48 pigs) in the four tissues, by using High Capacity RNA to cDNA Kit (Applied Biosystems, Foster City, USA). Primers were designed from porcine sequences available in Ensembl or NCBI databases using Primer Express® v3.0 software (Applied Biosystems). Detailed information for primer sequences (forward and reverse) is provided in Additional file 2. Amplification reactions and disassociation curves were carried out on a StepOnePlus^TM^ real-time PCR system (Applied Biosystems). As stated by the GenNorm algorithm among three other tested reference genes, *TOP2B* gene was identified as the most stable housekeeping gene and was used for normalization. Using R software, the ANOVA model used for microarray analyses was then applied to determine significant effect of line on gene expression levels.

## Additional files

Additional file 1: Number of differentially expressed probes and unique genes in tissues between pigs from the low RFI or high RFI lines. (DOCX 24 kb)

Additional file 2: Lists of genes differentially expressed between pigs from the low or high RFI lines in muscle, liver and two adipose tissues. (XLSX 366 kb)

Additional file 3: Comparison between microarrays and qPCR for target genes. (DOCX 26 kb)

Additional file 4: Differentially expressed genes shared by muscle, liver and two adipose tissues between pigs from the low or high RFI lines. (XLSX 31 kb)

Additional file 5: Networks of genes involved in immune response (DOCX 658 kb)

Additional file 6: Network of genes encompassing intracellular signaling pathways (DOCX 346 kb)

Additional file 7: Top molecular contributors to RFI difference across tissues as indicated a multiple factor analysis (MFA). (DOCX 28 kb)

Additional file 8: Genes participating to relevant GO biological processes specifically in longissimus muscle. (DOCX 28 kb)

Additional file 9: Genes participating to relevant GO biological processes specifically in liver. (DOCX 22 kb)

Additional file 10: Genes participating to relevant GO biological processes specifically in adipose tissues. (DOCX 22 kb)

## Abbreviations

ADG: Average daily gain
BFT: Backfat thickness
BW: Body weight
DAVID: Database for annotation, visualization and integrated discovery
DEG: Differentially expressed gene
DEP: Differentially expressed probe
DFI: Daily feed intake
Dim: Dimension
FCR: Feed conversion ratio
G:F: Gain-to-feed ratio
GOBP: Gene ontology biological process
MFA: Multiple factor analysis
PCA: Principal component analysis
PRAT: Perirenal adipose tissue
qPCR: quantitative real-time polymerase chain reaction
RFI: Residual feed intake
SCAT: Subcutaneous adipose tissue.

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 1 — Number of differentially expressed probes and unique genes in tissues between pigs from the low RFI or high RFI lines.

**Additional file 1 Number of differentially expressed probes and unique genes in tissues between pigs from the low RFI or high RFI lines**

|  | Low/high RFI lines | |
| --- | --- | --- |
|  | Over-expressed | Under-expressed |
| **Muscle** |  |  |
| *P* < 0.01 |  |  |
| With FC^1^ ≥ \|1.1\| | 3241 (1552) | 2167 (942) |
| With FC ≥ \|1.5\| | 95 (47) | 288 (70) |
| With FC ≥ \|2\| | 30 (11) | 48 (9) |
| *P*-BH <5% | 3148 (1512) | 2083 (905) |
| *P*-BH <10% | 3241 (1552) | 2167 (942) |
| **Liver** |  |  |
| *P* < 0.01 |  |  |
| With FC ≥ \|1.1\| | 1224 (579) | 1164 (522) |
| With FC ≥ \|1.5\| | 134 (56) | 162 (56) |
| With FC ≥ \|2\| | 34 (14) | 22 (8) |
| *P*-BH <5% | 693 (335) | 691 (297) |
| *P*-BH <10% | 999 (469) | 973 (439) |
| **PRAT** |  |  |
| *P* < 0.01 |  |  |
| With FC ≥ \|1.1\| | 983 (467) | 1027 (446) |
| With FC ≥ \|1.5\| | 119 (49) | 115 (33) |
| With FC ≥ \|2\| | 35 (15) | 14 (4) |
| *P*-BH <5% | 504 (203) | 482 (232) |
| *P*-BH <10% | 729 (315) | 724 (351) |
| **SCAT** |  |  |
| *P* < 0.01 |  |  |
| With FC ≥ \|1.1\| | 780 (370) | 616 (276) |
| With FC ≥ \|1.5\| | 83 (32) | 64 (19) |
| With FC ≥ \|2\| | 27 (13) | 7 (2) |
| *P*-BH <5% | 180 (53) | 110 (85) |
| *P*-BH <10% | 325 (103) | 217 (158) |

^1^FC: fold-change between mean values calculated in pigs of the low vs. high RFI lines. Values are inversed and preceded by a minus sign for FC < 1 (e.g., FC = 0.5 was indicated as FC = -2). Probes were declared as differentially-expressed between pigs of the low or high RFI lines when FC > |1.1| and *P* < 0.01. 

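Additional file 1 counts probes and genes tissue by tissue at increasing stringency. For liver, 1778 probes had a P-BH under 5%, 864 of them over-expressed and 914 under-expressed in pigs from the low RFI line, and 2588 probes had a P-BH under 10%. When the FC over 1.1 was required as well, 858 over-expressed and 912 under-expressed probes remained at 5%. The paper's counts at 5% are 693 over-expressed and 691 under-expressed probes. With the deposited log2 values, which the authors had restricted to 37379 probes, 1525 probes had a P-BH under 5%.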

Number of probes elicited after Benjamini-Hochberg correction for multiple tests (*P*-BH) was also indicated. Corresponding numbers in differentially-expressed unique genes are indicated into brackets. 

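In liver, 4678 genes had more than 1 tested probe, so that the counting rule of Additional file 1 decides how many DEG are obtained. Among the genes with a probe called at an FC over 1.5, 103 had other tested probes, 265 in number. Of these other probes, 156 (58.9%) moved in the same direction with an FC over 1.1, 125 met the cut-offs in the same direction and 8 in the opposite direction. For any probe, the share with an FC over 1.1 in a given direction was 11.3% on average.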

When several probes were differentially expressed for a unique gene, the gene was retained if at least one probe met the cut-off.

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 3 — Comparison between microarrays and qPCR for target genes.

**Additional file 3 Comparison between microarrays and qPCR for target genes**

|  | FC | FC | forward (f) and reverse (r) primers in qPCR |
| --- | --- | --- | --- |
| Gene ID | Microarray | qPCR |  |
|  | **Muscle** |  |  |
| YME1L1 | 0.88 | 0.88 | f:CAATGCCTATCAACAAAGCTACGA; r:CAGGCAACAGGGACACATGT |
| SOD2 | 0.87 | 0.91 | f:GCGCTGAAAAAGGGTGATGT; r:ACCGTTAGGGCTCAGATTTGTC |
| GPX3 | 0.81 | 0.71 | f:GCTTCCCCTGCAACCAATT; r:GGACATACCTGAGAGTGGACAGAA |
| OAZ3 | 0.81 | 0.23 | f:GGCAACCGGGAAAGTTTAACT; r:CGTAGCAAGTCACCTCTGTCATTC |
| MYC | 0.75 | 0.72 | f:CGGAGAGGCTATTCTGCCTATTT; r:AGCCTGCGGGTTTTCCA |
| MYOD1 | 0.83 | 0.83 | f:GCCGCTTGAGCAAAGTCAA; r:CGCTGATTCGGGTTGCTAGA |
| GALNT | 0.87 | 0.90 | f:TGCTCAAATGCCACCACCTA; r:GGCTTTGTCCAGGCACTGAT |
| ME1 | 0.76 | 0.86 | f:TGGTGACTGATGGAGAACGTATTC; r:CAGGATGACAGGCAGACATTCTT |
| PPARD | 1.20 | 0.97 | f:CGCATGAAGCTGGAGTACGA; r:AGCGAATGGCGTTGTGAGA |
| B4GALT5 | 0.84 | 0.92 | f:TGCTTACGCCAAGAGGAACA; r:TTTCGCTGTGGTTCAAGTCAA |
| NFYB | 1.01 | 0.97 | f:GGGAATTGGTGGAGCAGTCA; r:CAACTGGTTCGTAAATGCCTCTT |
| SMARCA1 | 0.86 | 0.86 | f:GCAAGTGCTGATGTCGTTATACTATATG; r:CCCGATCCATTGCTTGTAGATC |
|  | **Liver** |  |  |
| YME1L1 | 0.84 | 0.90 | f:CAATGCCTATCAACAAAGCTACGA ;r:CAGGCAACAGGGACACATGT |
| NFKBIA | 0.81 | 0.78 | f:CCAACTACAATGGCCACACATG; r:AAAGACACCAACAGCTCCACAA |
| NFYB | 1.19 | 1.29 | f:GGGAATTGGTGGAGCAGTCA; r:CAACTGGTTCGTAAATGCCTCTT |
| IRF1 | 0.80 | 0.82 | f:AGCACCAGCGACCTGTACAACT; r:TCCTCATCTGTTGCAGCTTCAG |
| ABCF1 | 1.37 | 1.07 | f:GCCTGCATGGTGTGACATTT; r:ATGCCGAAGTCCAGATTCTTAAAG |
| FAAH | 1.29 | 1.35 | f:CACACGCTGATTCCCTTCCT; r:TGTAGCAACCTCTTCCCACCAT |
| MAN2C1 | 0.87 | 0.93 | f:AATGCAAGAGACGGATGGTTCT; r:GTGCCCTCAGCAATGACCTC |
| NLRC5 | 0.68 | 0.74 | f:CAAGTCATTCGCCTGTGGAA; r:GCTGATGGTCGAAGAAAGCAA |
| PPARA | 1.10 | 1.10 | f:AAGGTTGCAAGGGCTTCTTTC; r:CTTACAGCTCCGATCACATTTGTC |
| PPP1R1A | 0.77 | 0.84 | f:CCACGGCAACAGAAGAAGGT; r:CCATCATCTGGAGCTCTTTCATT |
| RARA | 0.97 | 0.97 | f:CAAGACAAATCCTCAGGCTACC; r:CACCATGTTCTTCTGGATGC |
| CEBPB | 0.79 | 0.84 | f:AACCTGGAGACGCAGCATAAG; r:TCTTCTGGAGCCGCTCGTT |
|  | **PRAT** |  |  |
| YME1L1 | 0.86 | 0.89 | f:CAATGCCTATCAACAAAGCTACGA ;r:CAGGCAACAGGGACACATGT |
| SOD2 | 1.53 | 1.20 | f:GCGCTGAAAAAGGGTGATGT; r:ACCGTTAGGGCTCAGATTTGTC |
| NFE2L2 | 1.07 | 1.07 | f:GCACAACACATCCCGTCAGA; r:GAATGTGGGCTACCTGGGAAT |
| GALNT1 | 0.82 | 0.96 | f:TGCTCAAATGCCACCACCTA; r:GGCTTTGTCCAGGCACTGAT |
| FAAH | 1.77 | 1.96 | f:CACACGCTGATTCCCTTCCT; r:TGTAGCAACCTCTTCCCACCAT |
| SREBF2 | 0.88 | 0.92 | f:GGAGGAGGAGAGCTGTGAATTC; r:CCCCACAGAGTCCACAAAAGA |
| RARA | 0.95 | 0.95 | f:CAAGACAAATCCTCAGGCTACC; r:CACCATGTTCTTCTGGATGC |
| PPARG | 1.02 | 1.22 | f:ATTCCCGAGAGCTGATCCAA; r:TGGAACCCCGAGGCTTTAT |
| MTSS1 | 1.49 | 1.06 | f:CGGCATGTTCCCGTCATC; r:CACCAGAGGCTGATCGTAAGGT |
| RUNX1T1 | 0.82 | 0.95 | f:GAACTCCAGACAGAACCAAAGAAAAT; r:CGCTTGCTTGGATGTTCTGA |
| STAM2 | 0.89 | 1.01 | f:GTTCCAGTGCAGACATATCCAGTT; r:TCTGGGCAACGGTGACTTG |
|  | **SCAT** |  |  |
| YME1L1 | 0.90 | 0.94 | f:CAATGCCTATCAACAAAGCTACGA ;r:CAGGCAACAGGGACACATGT |
| SOD2 | 1.25 | 1.27 | f:GCGCTGAAAAAGGGTGATGT; r:ACCGTTAGGGCTCAGATTTGTC |
| NFE2L2 | 1.06 | 1.02 | f:GCACAACACATCCCGTCAGA; r:GAATGTGGGCTACCTGGGAAT |
| FAAH | 1.74 | 1.84 | f:CACACGCTGATTCCCTTCCT; r:TGTAGCAACCTCTTCCCACCAT |
| NRF1 | 1.08 | 1.08 | f:CGGCCTCATGTGTTTGAGTCT; r:TGGCTCGAAGTTTCCTAAGCA |
| STAM2 | 0.87 | 1.02 | f:GTTCCAGTGCAGACATATCCAGTT; r:TCTGGGCAACGGTGACTTG |
| A subset of genes declared as differentially expressed or as not different between RFI groups by statistical analysis of microarray data were analyzed by qPCR.  

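The table gives linear FC of the low over the high RFI line, so that values under 1 are decreases in pigs from the low RFI line. For the 12 genes listed for liver, the FC computed from the probe of highest intensity were 0.852 for YME1L1, 0.811 for NFKBIA, 1.24 for NFYB, 0.793 for IRF1, 1.38 for ABCF1 and 1.31 for FAAH. They were 0.933 for MAN2C1, 0.993 for NLRC5, 0.774 for PPARA, 0.757 for PPP1R1A, 1.11 for RARA and 0.816 for CEBPB. The cut-offs on P and FC were met by YME1L1, IRF1, ABCF1, FAAH, PPARA, PPP1R1A and CEBPB, whereas NFKBIA (P = 0.0312), NFYB (P = 0.0145), MAN2C1 (P = 0.0408), NLRC5 (P = 0.884) and RARA (P = 0.0883) did not meet them with this probe. The paper's qPCR FC was 0.74 for NLRC5, of which the second probe had an array FC of 0.553, and 1.1 for PPARA.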

Correlation between microarray and qPCR data | | | |
| FC: fold-change calculated between low to high RFI pigs | | | |

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 5 — Networks of genes involved in immune response

**Additional file 5 Networks of genes involved in immune response^1^**

**A-
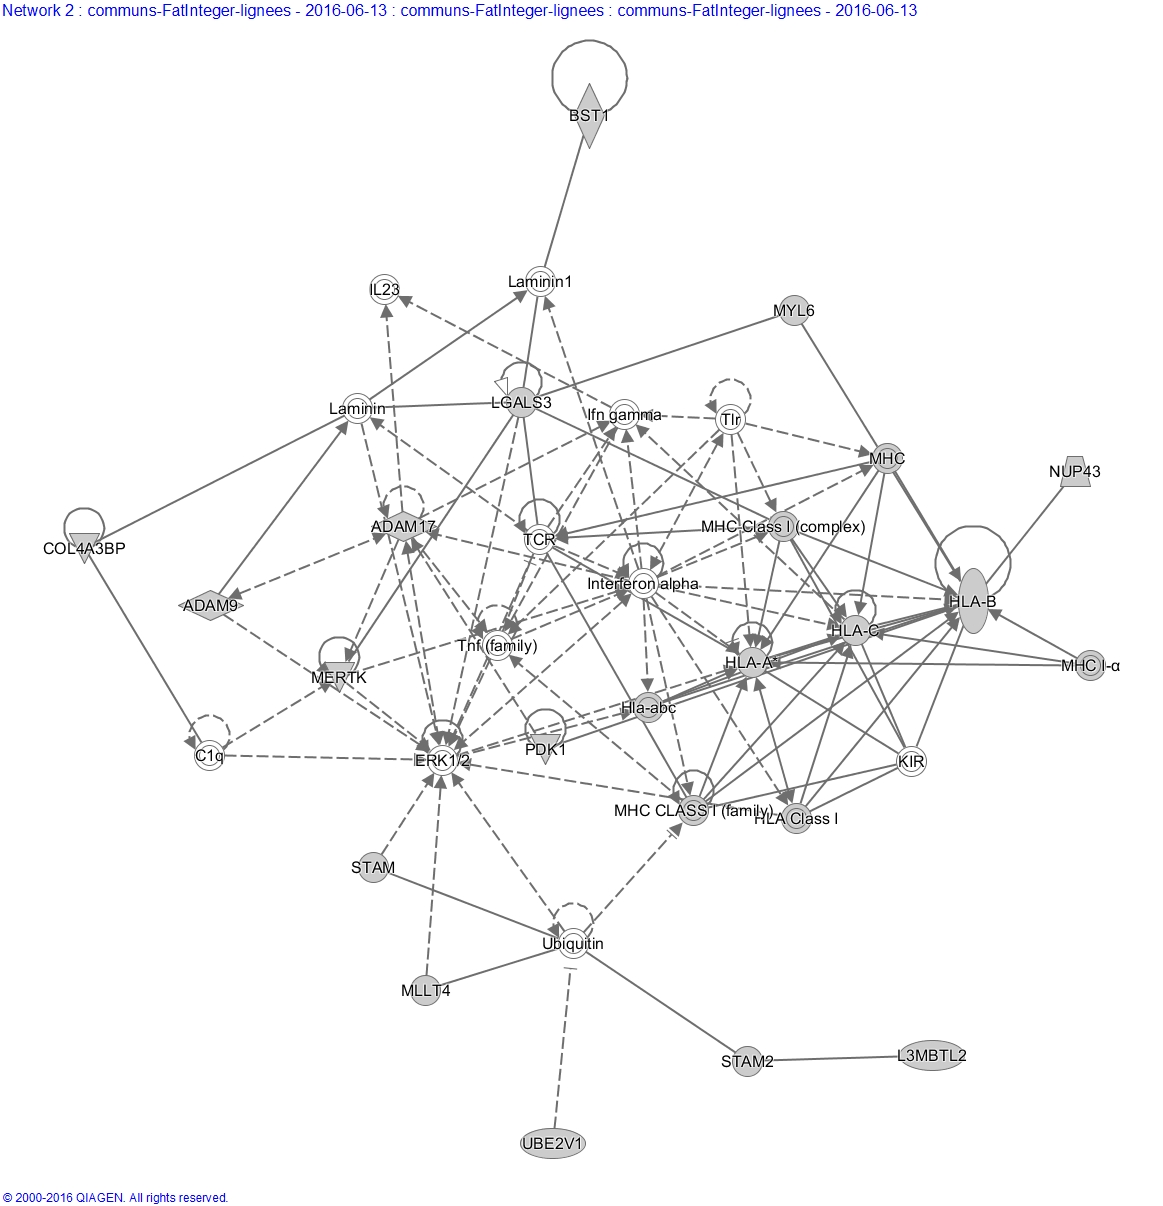
**

**B-
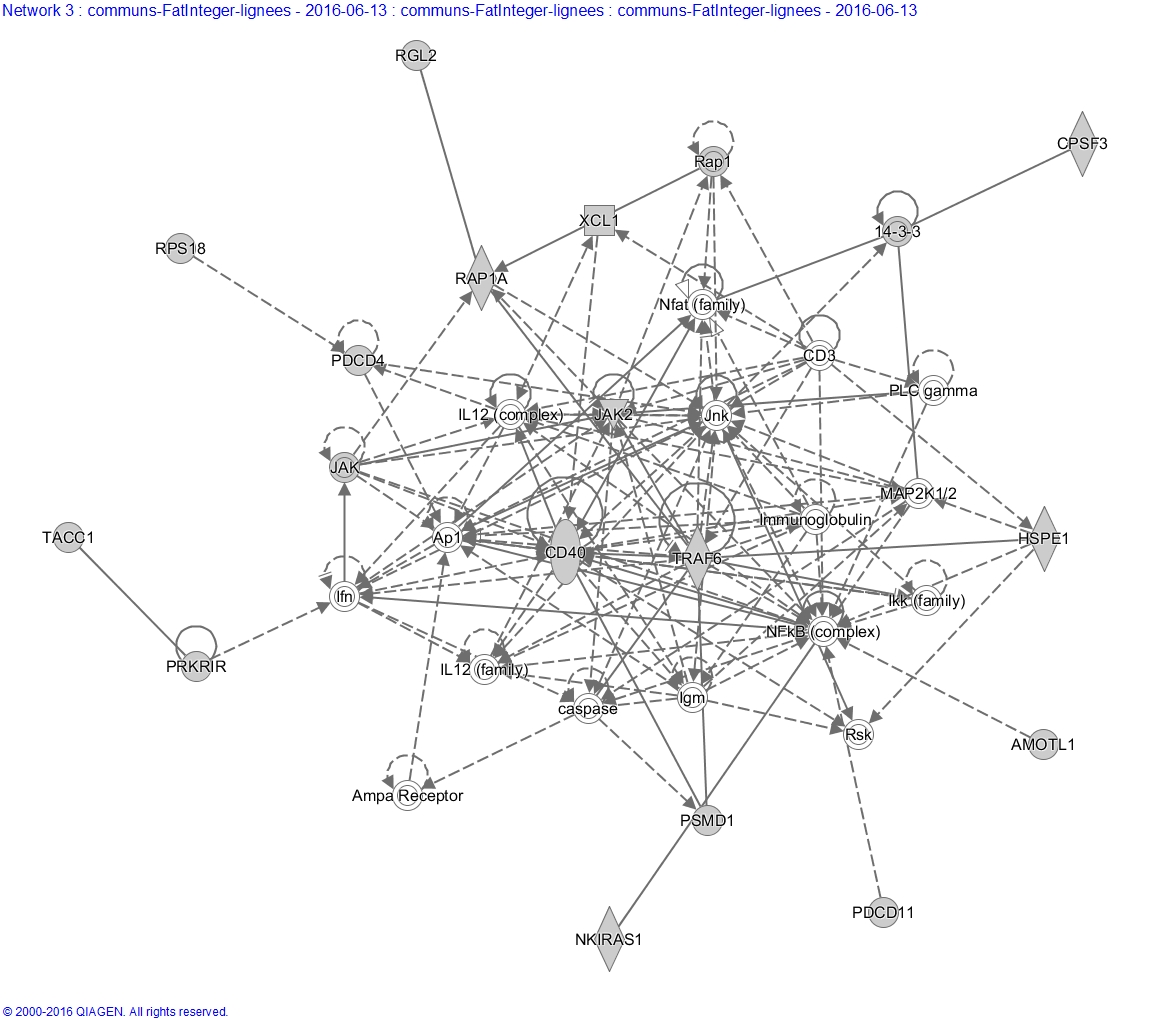
**

Members of the major histocompatibility complex family (*HLA-A/B/C*) were associated with the phosphoinositide protein kinase *(PDK1*) participating in lymphocyte homeostasis and function, and this notably pointed to interferon signaling (A). Involvement of *CD40* and *TRAF6* (pro-inflammatory roles) in C-jun N-terminal kinase (JNK) and nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB) signaling pathways were suggested (B).

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 6 — Network of genes encompassing intracellular signaling pathways

**Additional file 6 Network encompassing intracellular signaling pathways^1^**

**
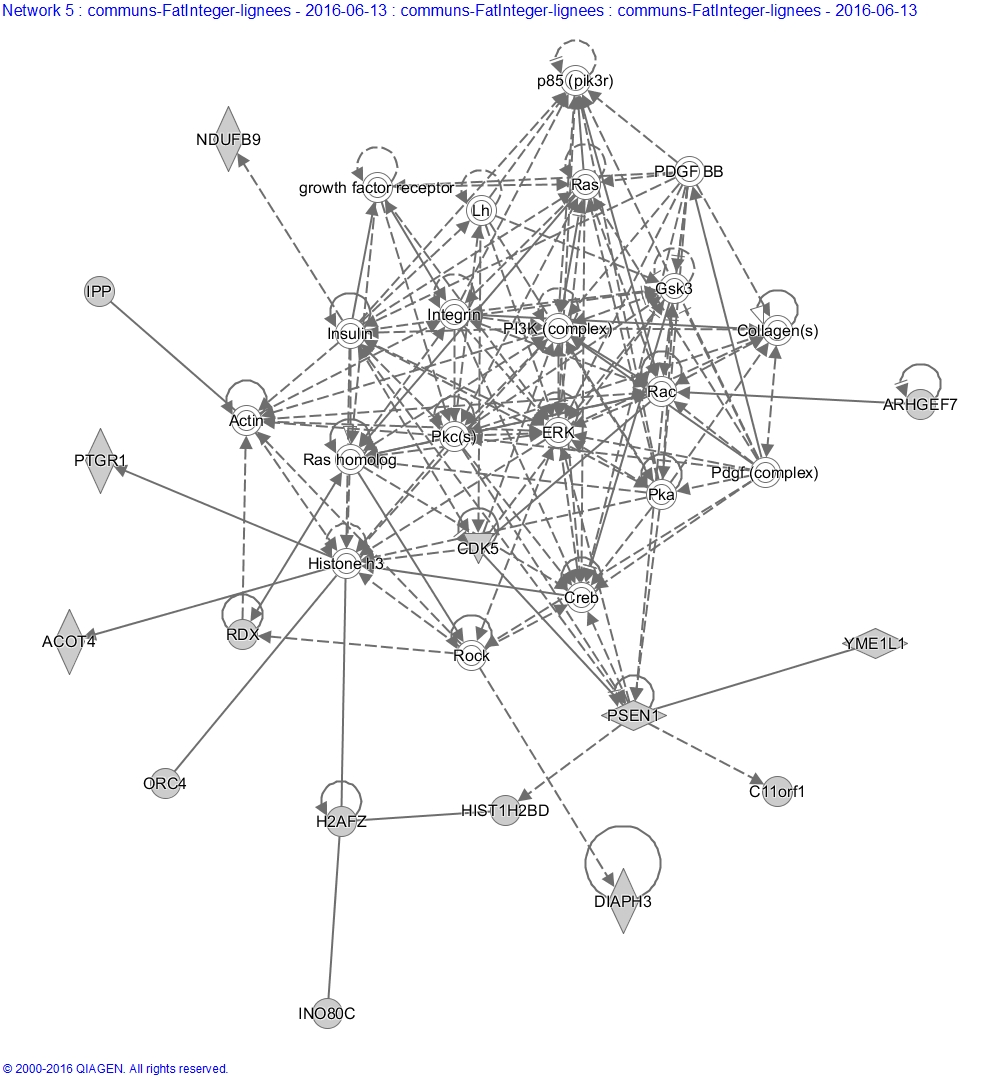
**

**^1^**Phosphoinositide 3-kinase (PI3K) and ERK signaling pathways were put on evidence with possible connections with *CREB1*, a gene known to induce transcription of genes of fatty acid metabolism*.* In the same network, *YME1L1*, a gene involved in mitochondrial protein metabolism, was associated with *PSEN1* a gene that may regulate protease enzymes.

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 7 — Top molecular contributors to RFI difference across tissues as indicated a multiple factor analysis (MFA).

**Additional file 7** Top molecular contributors in the first dimension of the multiple factor analysis (MFA)

Only the molecular probes showing a correlation coefficient > 0.70 with the first MFA dimension and commonly found in muscle, liver and two adipose tissues were indicated

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 8 — Genes participating to relevant GO biological processes specifically in longissimus muscle.

**Additional file 8** *Genes participating to relevant GO biological processes in longissimus muscle as affected by selection for RFI*

| Biological processes^1^ | Genes^2^ |
| --- | --- |
| **Muscle:** Overexpressed in low RFI pigs compared with high RFI pigs | |
| GO:0006412~translation | RPLP0, RPLP1, RPL4, RPL5, RPL6, RPL7, RPL8, RPL10, RPL10A, RPL11, RPL12, RPL13AP3, RPL13AP5, RPL14, RPL15, RPL18, RPL21, RPL21P28, RPL22, RPL23, RPL23A, RPL24, RPL26L1, RPL27, RPL28, RPL29, RPL31, RPL32, RPL34, RPL35, RPL36, RPL36A, RPL36AL, RPL37A, RPL41, MRPL21, MRPL52, RPS3, RPS3A, RPS4X, RPS6, RPS7, RPS8, RPS11, RPS12, RPS13, RPS14, RPS15, RPS15A, RPS16, RPS17, RPS18, RPS19, RPS21, RPS23, RPS20, RPS24, RPS26, RPS29, RPSA, RPSAP9, RPSAP58, MRPS11, MRPS18B, MRPS18C, EIF1B, EIF2A, EIF2S2, EIF3E, EIF3F, EIF3H, EIF3I, EIF3K, EIF4B, EIF4A2, EEF1A2, EEFSEC, EIF2AK4, EEF1G, EEF1D, EEF2,UBA52, PABPC4, MTIF2, KARS, PAIP1, DALRD3, EPRS, MRRF, ABCF1, COPS5, DPH1, NARS2, TPR, MTRF1, LARS, AIMP1, HBS1L, FAU, CARS |
| GO:0022613~ribonucleoprotein complex biogenesis | RPLP0, RPL7, RPL5, RPL14, RPL11, RPL24, RPS24, RPS6, RPS7, RPS19, RPS16, RPS17, RPS14, RPS15, RBM5, RRS1, EIF2A, MINA, SBDS, NSA2, KRR1, EXOSC9, TSR1, SNUPN, BYSL, DDX1, MPHOSPH10, MBNL1, TSC1, FBLL1, ZNHIT6, SNRPG, SNRPD3 |
| GO:0003012~muscle system (contraction) process | MYOT, MYOM2, MYBPC2, TTN, TNNC2, TNNI2, TNNT3, MYH4, MYH8, RYR1, RYR2, RYR3, PGAM2, RPS6KB1, KCNE1, MAP2K6, , MAP2K3, PABPN1, SMAD5, ARHGEF11, TRDN, CACNA1G, TMOD4, KBTBD10, ALDOA |
| GO:0006091~generation of precursor metabolites and energy  (GO:0006006~glucose metabolic process) | INS-IGF2, IRS2, HK3, PPP1R2P3, PPP1R3A, PPP1CB, PRKAG3, PYGM, GSK3B, AGL, ALDOA, GAPDH, GAPDHS, PGM1, PGAM1, PGAM2, ENO3, IDH3G, PGM2L1, PHKA1, PDK3, DLAT, COX7C, COX17, ND4L, ND4, ND3, NDUFA5, NDUFB11, NDUFA2, NDUFS8, NDUFA12, NDUFV3, ATP5G2, MCHR1, PPARD, UQCRC1, UQCRB, FECHIDH3B, RBP4, TNF, AIMP1, MAPK14 |
| GO:0032268~regulation of cellular protein metabolic process  (GO:0006417~regulation of translation) | INS-IGF2, INSR, IGF2BP2, GHR, RPS4X, EIF2A, EIF1B, EIF3H, EIF3E, EIF3K, EIF4B, EIF4A2, EIF2AK4, EEFSEC, PSMD1, PSMD13, PSMB6, PSME1, PSEN1, YWHAE, RNF139, UBA52, TNF, PDGFA, IMPACT, IDE, PAX5, YBX2, PRKAR2A, ATG7, PUM1, DNAJC1, SAMD4A, SOCS1, PKN1, MAP4K5, MTRF1, NCK1, PDGFRB, ANAPC11, MTIF2, PIN1, ITGAV, BMP4, BMPR1A, MDFI, PAIP1, DDX1, TSC1, JAK2, TNK2, VPS28 |
| GO:0030163~protein catabolic process  (GO:0006511~ubiquitin-dependent catabolic process) | PSMB6, PSMD1, PSMD13, PSME1, PSEN1, UBA52, UBE2Q2, UBE2Q1, UBE2M, UBE2J2, UBE2O, USP7, USP8, USP13, USP14, USP15, USP33, USP47, USP48, USE1, SENP5, SENP7, CUL3, CUL5, CUL9, DERL1, DERL3, RNF7, RNF14, RNF139, NEURL2, FBXL4, FBXO7, FBXO9, FBXO31, FBXO45, FBXW4, TRAF6, WWP2, ATG7, ITCH, AUP1, PAN2, DTL, SOCS1, TOPORS, HERC2, RFWD2, DCUN1D2, ATG4D, ASB1, SIAH2, KBTBD10, CUEDC2, ANAPC11, C12ORF51, ASB15, ACE, TPRKB, SHPRH, LRRC41, PARK2, MARCH5, TULP4, KCMF1, PPP2R5C, IDE |
| GO:0046907~intracellular transport  (GO:0008104~protein localization) | YWHAE, YWHAG, PSEN1, RAB3GAP2, CLTB, USE1, VPS37A, RAB1B, MXI1, TGFB2, KIF13A, TRIM3, LONP2, PEX1, ATG7, RPL11, STAM, VPS13A, VPS16, NUP35, TPR, TOMM34, ALS2CL, CUTA, SEC23A, ACTN4, SNUPN, STXBP2, VTI1B, STXBP3, TOPORS, HERC2, IPO8, VTI1A, PRKCB, RPAIN, ATG4D, IPO5, SORT1, TOMM22, RAB12, PDCD6IP, KPNA4, KPNA3, SEC23B, ARFGAP1, SNX9, RAB3A, TNF, DERL1, EXOC5, EXOC7, EXOC8, STAM2, NFKBIB, SNX16, AKAP12, RDX, SEC62, CEP57, BCAP29, RAB11A, TMED10, SUPT7L, TRAM1, TNPO1, TERF2, TNPO3, HSPA9, AP2M1, MDFI, NUP155, NFKBIL1, GABARAP, COG5, RPL23, TOMM70A, GSK3B, JAK2, GOSR1, VPS28, SSR4, SSR2, NR5A1 |
| GO:0005977~glycogen metabolic process | PRKAG3, PYGM, GSK3B, PPP1R3A, PPP1R2P3, PPP1CB, PHKA1, AGL |
| GO:0046324~regulation of glucose import | INSR, IRS2, INS-IGF2, GSK3A, SORBS1, APPL1, TNF, LTA, LTB, NFKBIL1 |
| **Muscle:** Under-expressed in low RFI pigs compared with high RFI pigs | |
| GO:0006955~immune response  (GO:0006952~defense response) | HLA-DRB3, IL18, TLR1, TLR2, TLR4, C1QB, C1QC, CYBA, CYBB, TNFRSF1B, TNFAIP6, TGFB1, C2, C4BPA, CFI, CD1A, CD14, CD48, CD83, CD86, CD97, CD163, CD302, BCL10, B2M, CCL2, CTSS, LY86, LY96, LYN, IFNA5, GNL1, NCF2, NCF4, NFIL3, SERPING1, FCGR3B, EBI3, GEM, IGSF6, CCR5, MADCAM1, TREM2, VSIG4, GPR183, C3CLU, GPSM3, DEFB4A, ENPP1, IGF1R, SLC11A1, XBP1, ICOS, BCL2, FCGR1A, TAP1, FCER1G, THBS1, BLNK, SWAP70, MSH2, VAV1, CCL13, FCGR2B, AIF1, HMOX1, MX2, IRAK2, PDPN, LYZ, MYD88, CST3, NLRP1, F3, CX3CR1, RIPK2, NFATC3, FN1, TYROBP, LIPA, RNASE6, ANXA1 |
| GO:0002250~adaptive immune response | IL18, , TLR4, C1QB, C1QC, C2, C3, C4BPA, CFI, BCL10, SWAP70, MSH2, CLUSERPING1, SLC11A1, MYD88, FCER1G, GNL1, EBI3 |
| GO:0001817~regulation of cytokine production | IL18, TLR1, TLR2, TLR4, TGFB1, CD14, CD83, CD86, IFNAR1, HMOX1, CASP1, BCL10, SLC11A1, PRKCQ, MYD88, RIPK2, FCER1G, THBS1, VSIG4, ATP6AP2, EBI3, SYK |
| GO:0010033~response to organic substance | IGF1R, ME1, FABP4, TGFB1, TGFBR2, MYC, HMOX1, TLR2, TLR4, C1QB, CITED1, B2M, ACTR3, CD48, GSTM3, THBS1, MYD88, ANG, LOX, CASP1, KCNMA1, IRAK2, BCL10, LYN, GATM, LY96, SOCS3, MGP, PRKCQ, CD83, ADM, NME1, SLC25A36, CFL1, RIPK2, HSPB3, COL1A1, CCL2, ENPP1, COL3A1, NNAT, CDH1, COMT, EDEM1, MANFSLC11A1, DGKD, BCL2, TXNIP, MSH2, KLF10, MAP1B, CDH13, CDKN1A, EPS8, VCP, ARSA, ID3, AACS, PARP1, CD14 |
| GO:0070482~response to oxygen levels | HMOX1, TGFB1, IL18, CDKN1A, KCNMA1, ATP1B1, CCL2, PDPN, SOCS3, PRKCQ, ADM, ANG, BCL2, CASP1, THBS1, PLAU, ANGPTL4 |
| GO:0001501~skeletal system development | MYC, IGF1, IGFBP5, TGFB1, TGFBR2, OSTF1, COL1A1, COL12A1, COL5A2, COL3A1, SOX9, VDR, CTSK, COMP, BCL2, GPNMB, KLF10, ARID5B, MGP, WWTR1, AMBN, TULP3, ETS2, STC1, PLEKHA1 |
| GO:0042981~regulation of apoptosis | ANXA1, ANXA4, IGF1, IGF1R, TGFB1, MYC, HMOX1, TRAF4, TLR2, TLR4, VAV2, VAV1, WFS1, CRADDBTK, CASP5, MYD88, TIAM1, CASP1, KCNMA1, BCL10, SOCS3, NLRP1, NME1, F3, CFL1, RIPK3, AVEN, RIPK2, CTSB, BID, CCL2, CLU, CDH1, SFN, ITM2B, SOX9, VDR, BCL2, COMP, THBS1, ANGPTL4, TXNIP, ABR, MSH2, KLF10, LGALS1, WRN, PLEKHF1, CDH13, CDKN1A, CSRNP3, VCP, ID3, IKBKB |
| GO:0009743~response to carbohydrate stimulus | ME1, TGFB1, TGFBR2, THBS1, TXNIP, ACTR3, PRKCQ, LYN, NNAT, MAP1B |
| GO:0006631~fatty acid metabolic process  (GO:0008610~lipid biosynthetic process) | FABP4, LIPA, HADH, ACACB, ACOT8, PLA2G15, AACS, ELOVL1, ELOVL5, PRKAB1, PTGDS, PDPN, SYK, DECR1, ABHD5, TBXAS1 |
| GO:0048639~positive regulation of developmental growth | MYOD1, TGFBR2, MAP1B, HOPX |

^1^Gene ontology (GO) identification number and term of the biological process.

^2^Unique genes included in each pathway.

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 9 — Genes participating to relevant GO biological processes specifically in liver.

**Additional file 9** *Genes participating to relevant GO biological processes in liver as affected by selection for RFI*

| Biological processes^1^ | Genes^2^ |
| --- | --- |
| **Liver:** Overexpressed in low RFI pigs compared with high RFI pigs | |
| GO:0009100~glycoprotein metabolic process | PSEN2, ST3GAL1, ST3GAL5, STT3A, MAN1A2, ALG2, LIPC, POFUT1, HS2ST1 |
| GO:0043691~reverse cholesterol transport  (GO:0006869~lipid transport) | APOA1, APOAF, LCAT, LIPC, OSBPL3, C11ORF2 |
| GO:0007242~intracellular signaling cascade | GCK, APOA1, MAP4K4, GNAZ, GNA13, ADCY4, PTPLAD1, FGF13, TLR5, C1QTNF2, PLCD3, GUCY1A3, GLP2R, PAG1, ADAM9, RET, RINT1, RAB7L1, RGNEF, TANK, FARP2, ADRB1, PRLR, NTRK1, PSEN2, TGFBR3, CLEC7A, GRB14 |
| **Liver:** Under-expressed in low RFI pigs compared with high RFI pigs | |
| GO:0006952~defense response | IL10, IL10RB, C1QA, TNFAIP8L2, CFP, BCL3, MASP2, LY75, CEBPB, FGR, NCF1, HCK, SGMS1, CCL5, CHST1, SIGLEC1, LILRB5 |
| hsa00591:Linoleic acid metabolism | PLA2G4A, CYP3A4, CYP3A5, CYP2J2, CYP1A2 |
| GO:0042981~regulation of apoptosis | TRAF2, TRAF3, TNFSF13B, IL10, BCL3, TGFBR1, PIK3CG, IER3, NGEF, CEBPB, TBX5, SGMS1, TIMP3, MCF2L, NME2, PLA2G4A, CDKN2D, PRKRA, HSPB1 |
| GO:0033559~unsaturated fatty acid metabolic process | PLA2G4A, CYP2J2, ALOX5AP, MGST2 |
| GO:0006468~protein amino acid phosphorylation | TGFBR1, PIK3CG, PLK3, PRKRA, FGR, HCK, ADRBK2, ABI2, CASK, PBK, GUCY2C, CAMK2D, LMTK2, TSSK4, CSK, SIK3 |
| GO:0050778~positive regulation of immune response | TRAF2, TNFSF13B, C1QA, CFP, MASP2, CD247, SH2B2 |
| GO:0006959~humoral immune response | C1QA, CFP, BCL3PSMB10, MASP2, AIRE |

^1^Gene ontology (GO) identification number and term of the biological process.

^2^Unique genes included in each pathway.

# Supplementary material for: A transcriptome multi-tissue analysis identifies biological pathways and genes associated with variations in feed efficiency of growing pigs
**Source:** BMC Genomics. 2017 Mar 21;18:244. doi: 10.1186/s12864-017-3639-0
**Supplement:** Supplementary file 10 — Genes participating to relevant GO biological processes specifically in adipose tissues.

**Additional file 10** *Genes participating to relevant GO biological processes in adipose tissues as affected by selection for RFI*

| Biological processes^1^ | Genes^2^ |
| --- | --- |
| **SCAT:** Overexpressed in low RFI pigs compared with high RFI pigs | |
| GO:0006796~phosphate metabolic process | GPD1, PDK4, SOD1, LIMK2, ALPK2, NUAK1, ERBB2, HUS1, MINK1, RPS6KA3, THTPA, MAPK7, CDK16, AKT3 |
| GO:0006006~glucose metabolic process | GPD1, PDK4, PC, ADIPOQ, NISCH |
| GO:0006091~generation of precursor metabolites and energy  (GO:0016042~lipid catabolic process)  (GO:0006635~fatty acid beta-oxidation) | PLIN1, ACADVL, ACAA1, ADIPOQ, SUCLA2, THTPA, TXNRD1, CAT, CYB5A, PLCD4, SRD5A2 |
| GO:0034599~cellular response to oxidative stress | CAT, SOD1, DUOX2, HMOX2 |
| **SCAT:** Under-expressed in low RFI pigs compared with high RFI pigs | |
| GO:0007517~muscle organ development | GATA6, SVIL, ELN, CHODL, SGCE, MYH10 |
| GO:0006796~phosphate metabolic process | TGFB3, VRK1, ALPK1, CDKL1, FXN, MTMR10, NTRK2, MATK, AATK |
| GO:0006952~defense response | CCL21, CCL8, CFD, COLEC12, ATRN, BECN1, BDKRB2 |
| **PRAT:** Under-expressed in low RFI pigs compared with high RFI pigs | |
| GO:0001568~blood vessel development | NRP2, HOXA3, HAND1, ZMIZ1, JAG1, EGF, GJA5, ANGPT2, CEACAM1, GJC1 |
| GO:0008202~steroid metabolic process  (GO:0008203~cholesterol metabolic process) | CYP7B1, CYP1B1, SREBF2, CEL, STARD5, TFCP2L1, SCARF1 |

^1^Gene ontology (GO) identification number and term of the biological process for subcutaneous (SCAT) or perirenal (PRAT) adipose tissues.

^2^Unique genes included in each pathway.

How the deposited data were processed for this re-analysis (not part of the article)

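Liver RNA of 48 pigs, 24 from the low RFI line and 24 from the high RFI line, was measured with 1 array per pig. Lines had been selected over 8 generations, and 12 pigs of each line were fed each diet. Muscle and adipose tissues were not analysed here.

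The authors deposited, for every array, the output of the scanner software, which gives for each spot a mean and a median intensity, the intensity of its local background and an intensity from which the background was subtracted, without normalization between arrays. The authors also deposited a table of log2 values, which they made from filtered spots by taking the log2 of the intensity and subtracting the median of each sample. Tested on the values, each column of that table differed from the log2 median intensity without background subtraction by a constant (largest SD of the difference 2.24e-07) and had a median of 0 over its 37379 probes.

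The background-subtracted intensities were used here. Control spots were left out, 483 spots marked as outliers by the software were set to missing, saturated spots would have been kept (there were 0), and spots of the same probe were averaged. Log2 values were centred on the median of each array over the tested probes. Probes well above background on at least 12 arrays were tested, and 37378 of the authors' probes were among them. Of the 45236 tested probes, 36913 were well above background on all 48 arrays. The number of arrays limits the precision, and for dim probes so does the signal over background.

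Gene symbols were taken from the reference table of the assembly Sscrofa11.1 where it holds the accession of a probe, otherwise from the scanner output, and otherwise from Additional file 7. A total of 36223 probes remained without a symbol. The reference table was also used for the order of genes along chromosomes. Several of the genes named by the paper could not be matched to a tested probe and are said to be not analysed here.

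A linear model with line, diet and their interaction, with sum contrasts, was fitted to each probe with limma 3.58.1 in R 4.3.3, with variances moderated across probes (prior degrees of freedom 2.8). The paper names an ANOVA with the same terms, which was run as an alternative. Probes were called at P under 0.01 and FC over 1.1, and counts at a P-BH (Benjamini-Hochberg) of 5% are given beside them. A gene was called when at least 1 of its probes was. Genes were named by a rule: all genes that the paper names for liver or for the 4 tissues, in Table 3, in Additional file 3 for liver and in its paragraphs on liver, and for each effect the 5 genes with the largest rise and the 5 with the largest fall among named probes at a P-BH of 5%. Some genes within this rule are not reported here, and they were left out of the named genes after the analysis. Genes singled out beyond this rule are PON2 and the genes of the longest run of neighbours, which were chosen after their values were seen.

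Gene lists of the paper, gene families and lists of cell type markers, 59 in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on 1 probe per gene. Single values were compared between groups with 2-sided permutation tests with 100000 resamples. Values within a line were sorted into clusters with mclust 6.1.1. Other splits of the pigs, 100 for each effect with the real one included, were drawn with the same number of pigs per group. Calls on neighbouring genes were compared with 10000 random draws of as many genes.

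The steps were tested on simulated data of 24 arrays against 24. Of 200 probes changed by an FC of 1.41, 86% were called, and of 200 changed by an FC of 2, 100% were called, while 0.95% of unchanged probes were called and 4.4% of the probes at a P-BH of 5% were false. The noise was drawn independently for each probe, without the correlation between probes of real arrays. These rates therefore do not show how far such counts vary on the real arrays, where 1 random split balanced by line had 1166 probes at a P-BH of 5%.

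The cut-offs, the rule for named genes, the gene lists and the following alternatives were chosen before the data were examined: an ANOVA without moderated variances, centring on the 75th percentile, quantile normalization, the normexp background correction (offset 50), the median intensity without background subtraction, no filter on dim probes, a filter on all arrays, spots marked as outliers kept, slide as a block, the deposited log2 values, a model without interaction, other probes to stand for a gene, other set tests, and another probe set and scaling of the principal component. The combination of the deposited log2 values with the ANOVA and the draws that keep the number of probes per gene were chosen after the data were seen.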

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

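The tests of the diet effect against slides and against array brightness, and the gene lists by diet, were chosen only after the diet effect was seen. The paper analyses the line effect only, so that an effect of diet is a signal in data that it does not report. In liver, 206 probes differed between diets at a P-BH of 5%, 114 of them higher and 92 lower in pigs fed the high-fat high-fiber diet, and 2087 probes met the cut-offs of P under 0.01 and FC over 1.1. The largest decreases with the high-fat diet among named genes were those of ACSL4 (log2 FC of -1.17, P-BH = 0.021, 23 of 24 pigs below the median of the other diet), SLC2A4 (-0.97, P-BH = 0.0011, 23 of 24), AGXT2L1 (-0.81, P-BH = 0.0198, 20 of 24), SNCG (-0.74, P-BH = 0.0301, 23 of 24) and SREBF1 (-0.65, P-BH = 0.00158, 24 of 24). The largest increases were those of PTCHD2 (log2 FC of 0.90, P-BH = 0.0475, 22 of 24 pigs above the median of the other diet), MCC (0.86, P-BH = 0.0383, 23 of 24), GRB7 (0.84, P-BH = 0.0472, 23 of 24) and CCL8 (0.82, P-BH = 0.04, 22 of 24). SCG3 was also higher, but it was well above background on 12 of 24 arrays with the high-fat diet and on 0 of 24 with the low-fat diet, so that no FC is given. These genes are represented by their probe with the largest change. PTCHD2 was well above background on 18 of 24 arrays with the low-fat diet, so that its FC is poorly determined. Over the processing settings and other choices of probes, the log2 FC ranged from 0.22 to 0.90 for PTCHD2, 0.36 to 0.87 for MCC, 0.31 to 0.84 for GRB7, 0.34 to 0.83 for CCL8, -0.74 to -0.31 for SNCG, -0.65 to -0.30 for SREBF1, -0.97 to -0.54 for SLC2A4, -1.17 to -0.79 for ACSL4 and -0.81 to -0.74 for AGXT2L1.

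Among 100 splits of the pigs balanced by line, the split by diet included, 2 called as many probes as the diet, a share under 0.05. The other one called 3487 probes, had 1166 probes at a P-BH of 5% against 206 for the diet, and had no correlation with the scan day (0). With slide as a block, 316 probes differed between diets at a P-BH of 5%. Every slide held 2 arrays of each line and diet group, so that a shift shared by the arrays of a slide falls on both diets alike. The design, rather than this number, argues against such a shift as the source. The place of an array on its slide was not tested. Array brightness stays open. Arrays of pigs fed the high-fat diet were brighter by 0.136 in log2 median intensity (permutation test, P = 0.077), and when the log2 median intensity was a covariate in the model, 39 probes remained at a P-BH of 5%, of which 37 were among the 206. The same covariate left 1897 probes for the line effect, of which 1775 were among the 1778. With quantile normalization, 229 probes differed between diets. Brightness may therefore be a source of part of the diet effect, or the diet itself may change both, and the diet as a biological difference stays open.

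Of the 59 gene lists, 16 were past a P-BH of 5% for diet with camera, 7 with fry and 0 with an estimated correlation (camera of limma). Ribosomal proteins had a median log2 FC of -0.071 with the high-fat diet (71 of 75 genes lower, P-BH of 3.46e-08 with camera, 0.101 with fry and 0.468 with an estimated correlation). The interferon response list had a median of 0.344 (23 of 24 genes higher, P-BH of 1.16e-05, 0.231 and 0.468). These lists were not computed for diet under another scaling.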

How the results depend on the processing

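The combination of the deposited log2 values with the ANOVA and the draws that keep the number of probes per gene were chosen as tests after the results were seen.

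The number of probes called by line ranged from 2388 to 3257 over the settings, the number of called genes from 786 to 1031 and the number of probes at a P-BH of 5% from 1417 to 1927. The probes called were largely shared: the deposited log2 values called 2342 of the 2715 called probes that they hold, and the normexp correction 2392 of 3125, all in the same direction. Of 138 comparisons of summaries with an alternative, 117 gave the same answer. For the named genes, 869 of 921 comparisons did so, and 47 of 68 results did so under every alternative run for them. For the gene lists, 256 of 295 comparisons did so.

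The number of probes with a large FC depended on the setting. Against 665 probes past an FC of 1.5, there were 241 with the normexp correction, 320 with the median intensity without background subtraction, 376 with probes well above background on all arrays (fewer probes were tested), 302 with the deposited log2 values and 296 with these values and the ANOVA. Against 186 probes past an FC of 2, there were 47, 57, 75, 56 and 56, in the same order. For the interaction, 163 probes met the cut-offs, against 75 with the normexp correction, 96 without background subtraction, 104 with the filter on all arrays, 83 with the deposited log2 values and 273 without a filter. For diet, 206 probes at a P-BH of 5% became 50 without a filter and 316 with slide as a block. The share of over-expressed genes of 48.6% became 51.9% with the deposited log2 values and 52.2% with these values and the ANOVA. For these changes, the cause was not tested.

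Of the gene lists, 29 were past a P-BH of 5% with camera, and 15 were with an estimated correlation. Of the 15, 10 were lists of Additional file 9, which the study chose from these pigs. The share of the first component due to line of 0.945 became 0.001 with all tested probes (P = 0.8), which were not chosen by line.

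A direction was taken as reversed when the sign changed and the gene was called with at least 1 of the 2 values. For the named genes, this came with a change of the probe that stands for a gene, in 5 genes whose probes differed in direction. UQCRB, at 0.02 with the probe of highest intensity, had a log2 FC of -0.64 with the probe of smallest P and with the mean over called probes. DST, at -0.33, had 0.02 with the mean over all probes and over called probes. PON1, at -0.16, had 1.18 with the mean over all probes, and 2.53 with the probe of smallest P and with the mean over called probes. YWHAZ, at -0.12, had 0.49 with the probe of smallest P and 0.35 with the mean over called probes. CYP1A2, at -0.78, had 0.01 with the mean over all probes and over called probes and 0.81 with the probe of smallest P. The sign also changed between values that were both uncalled. With the mean over all probes, UQCRB had -0.07, YWHAZ 0.10, IL1A 0.25 (from -0.03) and CREB1 -0.03 (from 0.06). With the probe of smallest P, IL1A had 0.52 (a probe well above background on 13 of 48 arrays) and CREB1 -0.09. With the median intensity without background subtraction, PSMA3, which has 1 tested probe, had 0.01 (from -0.02) and IL1A 0.00. Among settings that keep the probe, APOA1, PPARA and CEBPB lost a call by line under some, PLA2G12A and NFYB gained one, and SCG3 lost its call by diet with the normexp correction and without background subtraction.

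No paired analysis was possible because each pig has a number of its own and gave 1 array. With 24 pigs per line, pigs were not left out in turn.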

Differences from the paper's values

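Counts at large FC differed from those of Additional file 1. Past an FC of 1.5, 298 over-expressed probes were found (the paper's value is 134), 367 under-expressed probes (the paper's value is 162) and 106 under-expressed genes (the paper's value is 56). Past an FC of 2, 83 over-expressed probes were found, against the paper's 34. Under the settings set before the data were examined, these 4 counts were within 1.5 times the paper's, the tolerance used here for counts, with the normexp correction, the median intensity without background subtraction, the filter on all arrays and the deposited log2 values. They were not with the ANOVA, the 75th percentile centring, quantile normalization, no filter, outlier spots kept, slide as a block or the model without interaction. Past an FC of 2, 103 under-expressed probes and 26 under-expressed genes were found, against the paper's 22 and 8. For these, the normexp correction (22 and 9), the median intensity without background subtraction (24 and 10) and the deposited log2 values (22 and 10) came within 1.5 times the paper's, and the filter on all arrays (41 and 14) and the other settings set before the data were examined did not. The deposited log2 values with the ANOVA, a combination chosen after seeing the values, gave the paper's 134 and 162 probes past an FC of 1.5 and its 34 and 22 probes past an FC of 2, with 53 and 10 under-expressed genes past these FC. For over-expressed genes, 73 past an FC of 1.5 and 17 past an FC of 2 were within 1.5 times the paper's 56 and 14, and those with the normexp correction (37 and 6) were not. Past an FC of 2, the 9 genes with the median intensity without background subtraction and the 9 with the deposited log2 values, with limma or the ANOVA, were not either.

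For single genes, 45 log2 FC could be compared with those of Additional files 2 and 3. Of these, 32 had the same sign and lay within 1 SD between pigs of a line, which is the range meant below, 13 differed and 7 of these had the opposite sign. All settings named here for genes were set before the data were examined. The settings that keep the probe of highest intensity left each of the 13 different. RPL6 had 0.02 (the paper's value is 0.57), and only the probe of smallest P (0.48) came within its range. RPL14 had 0.20 (the paper's value is 0.48), and only the probe of smallest P (0.51) did so. LZTFL1 had -0.12 (the paper's value is -0.98), and the probe of smallest P and the mean over called probes (-1.02) did so, while the mean over all probes (-0.57) did not. UQCRB had 0.02 (the paper's value is -0.64), and the probe of smallest P and the mean over called probes (-0.64) did so, while the mean over all probes (-0.07) did not.

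PIKFYVE had -0.59 (the paper's value is -0.16), and only the mean over all probes (-0.38) came within its range. DST had over-expressed probes at 0.26, 0.25 and 0.24, near the paper's value of 0.27, and under-expressed probes at -0.33. With its probe of highest intensity DST had -0.33, and no setting came within its range. PON1 had -0.16 (the paper's value is 2.51), and the probe of smallest P and the mean over called probes (2.53) did so, while the mean over all probes (1.18) did not. PDK1 had 0.31 (the paper's value is -0.26) and PSMA3 -0.02 (the paper's value is -0.37), and no setting came within either. Whether the probes under the symbol PDK1 measure the gene that the paper means was not checked. YWHAZ had -0.12 (the paper's value is 0.38), and the probe of smallest P (0.49) and the mean over called probes (0.35) did so, while the mean over all probes (0.10) did not. NLRC5 had -0.01 (the paper's value is -0.56), and only the mean over all probes (-0.43) did so. The probe of smallest P and the mean over called probes gave -0.86 for NLRC5. From Additional file 3, PPARA had -0.37 (the paper's value is 0.14) and RARA 0.15 (the paper's value is -0.04), and no setting came within either.

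Some genes that the paper calls in liver were not called with the probe of highest intensity. PLA2G12A (P = 0.0107) is called with the 75th percentile centring, quantile normalization, the normexp correction, the median intensity without background subtraction, slide as a block, the deposited log2 values and the model without interaction. NFYB (P = 0.0145) is called with slide as a block, the probe of smallest P and the mean over called probes. MAN2C1 (P = 0.0408) is called with the mean over all probes, the probe of smallest P and the mean over called probes. CYP3A4 (P = 0.0681) is called with no setting. Of the 1101 liver genes of Additional file 2, 897 were tested, 655 had a probe called in the paper's direction and 819 had their probe of smallest P in that direction.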

Other observations

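The test of the PON3 groups, the draws that keep the number of probes per gene, the further comparisons of genes shared by the 4 tissues, the grouping of genes by how their other probes moved and the use of level groups in place of lines for the PON1 correlation were tests chosen after results were seen.

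The split of the pigs by line called more probes than each of 99 random splits balanced by diet, so that 1 of 100 splits called as many (random splits, median 290 and largest 1484), and chance can be excluded at this number of splits. Every slide held as many arrays of each line, so that a shift shared by the arrays of a slide falls on both lines alike. The design argues against such a shift as the source, while the 3257 probes called with slide as a block do not decide on it. The place of an array on its slide was not tested. Array brightness did not differ between lines (P = 0.915). A difference between lines in expression is a candidate explanation that stays open, and whether selection or drift between the lines gave rise to it was not tested. For the interaction, 86 of 100 splits called as many probes as the real groups, so that chance cannot be excluded for its 163 called probes.

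Genes called by line lay next to each other more often than drawn genes. Of 9288 tested genes with a place in the gene order of Sscrofa11.1, 888 were called, and 224 of them had a called next gene, against a mean of 161.1 in 10000 draws (P = 2e-04). Neighbouring pairs were 1.49 times as many as in the draws, 1.28 times within 5 genes (P = 0.02), 1.70 times for genes at a P-BH of 5% (P = 7e-04) and 1.46 times with draws that keep the number of probes (P = 1e-04, the smallest that these draws can give). With pairs of genes that share the letters of their symbol left out, the ratio was 1.46, which argues against paralogs that share probes as the whole source. Random splits of the pigs gave a ratio of 1.45 summed over splits, and 36 of 82 random splits with at least 50 called genes had an excess as large as the line. Co-expression of neighbouring genes may thus give the pattern. Blocks of linked genes that differ between the lines cannot be told apart from co-expression, since the random splits share the same neighbours. Of the neighbouring called pairs, 59 changed in the same direction, 63 in opposite directions and 4 held a gene called both ways. An excess of pairs moving in the same direction was thus not seen. The longest run had 6 genes (ARRB2, PELP1, ALOX15, ALOX12, RNASEK and SLC16A11), of which 3 were over-expressed and 3 under-expressed, and the longest run in the draws had 8. Runs of 3 or more genes numbered 20, against a mean of 7.29 and at most 18 in the draws. Triples of called neighbours were 3.48 times those expected for the line and 3.52 times summed over random splits.

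Among called genes, those that the paper shares between the 4 tissues had a called next gene in 41.8% of cases (41 of 98), against 23.2% (183 of 790) of the other called genes (Fisher's exact test, 2-sided, P = 0.000177, genes not being independent). With pairs that share letters left out the percentages were 39.8 and 22.7 (P = 0.000428), and the 98 other called genes with the smallest P had 24.5% (P = 0.0149). Blocks of linked genes that differ between the lines are a candidate explanation for genes shared by tissues, which the other tissues were not used here to test.

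Large line effects were examined for alleles that segregate. Of 665 probes with an FC over 1.5, 39.7% had values that fell into 2 clusters within a line, against 31.7% of uncalled probes of like spread and brightness (Fisher's exact test, 2-sided, P = 0.0029). Alleles at different frequencies in the lines may contribute, and no genotype was used here. A sequence difference under the probe would leave the other probes of a gene unchanged, but 58.9% of them (156 of 265) moved in the same direction by an FC over 1.1, against 11.3% of any probe. Of the 177 genes with a probe past an FC of 1.5, most other probes moved in this way in 58, which argues against it for these genes. It stays open for 45 genes in which most other probes did not, for 74 genes without another tested probe and for probes without a symbol.

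The PON3 probes placed all 48 pigs on the same side of the gap between the lower and upper groups, which argues against a sequence difference under a single probe. Of the 15 pigs in the lower group, 14 were from the high RFI line, 6 of them fed the high-fat diet and 8 the low-fat diet. Within the upper group, the called PON1 probe had a correlation of 0.992 with the brightest PON3 probe and of -0.147 with the other PON1 probe. A candidate explanation is that the called PON1 probe measures the PON3 transcript, and probe sequences were not compared. PON2 was under-expressed in 4 probes, with log2 FC from -0.47 to -0.35.

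Immune genes were lower in pigs from the low RFI line in the paper's lists. The mean of the lists of macrophages, T and NK cells, B cells and neutrophils did not differ between lines by more than the spread between pigs (difference of -0.074, P = 0.254), nor did the interferon response list (-0.147, P = 0.554). For macrophages, the difference was -0.115 (P = 0.0935, levels of 3.446 and 3.561), for T and NK cells -0.109 (P = 0.18), for B cells 0.005 (P = 0.947) and for neutrophils -0.078 (P = 0.474), while the hepatocyte list was at 9.465 and 9.445 (P = 0.647). Fewer immune cells or a lower interferon response may contribute and cannot be told apart at this spread. The interferon list holds IRF1 and NLRC5, which are also among the qPCR genes.

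The first component of called probes was compared with that of random splits, for which probes were called in the same way. The share of its variance between the groups was 0.945 for the line, with a median of 0.648 and a largest value of 0.836 over random splits. Selection of probes therefore gives a share of this component by itself, and that of the line was larger than in each random split. The number of pigs on the side of 0 of their group was 48 for the line. Over random splits it had a median of 44 and a largest value of 48, so that this number does not set the line apart.

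Lists of families and programs by line were past a P-BH of 5% with camera but not with an estimated correlation for macrophages (median log2 FC of -0.181, P-BH of 0.00147 and 0.373), T and NK cells (-0.111, 0.0369 and 0.478), MHC class I and II (-0.102, 0.000258 and 0.347, 18 of 22 genes lower), antioxidant enzymes (-0.094, 0.000312 and 0.139), interferon response (-0.126, 0.0195 and 0.646) and ribosomal proteins (0.034, 0.0195 and 0.692, 56 of 75 genes higher). Their directions were the same with the 75th percentile centring and quantile normalization. With fry, antioxidant enzymes had a P-BH of 0.016, and the others of these lists were above 0.1. The antioxidant list holds SOD2 and the 3 PON genes. The lists of B cells, neutrophils, hepatocytes, acute phase response, cholesterol synthesis, fatty acid oxidation, fatty acid synthesis, proteasome subunits, ubiquitin-specific peptidases, cytochrome P450, interleukins and TNF superfamily had a camera P-BH from 0.0667 for the acute phase response to 1.0 for cytochrome P450. The TNF superfamily list had a median of 0.016 and a mean of -0.018. With the mean over all tested probes of each gene, cholesterol synthesis was past 5% with camera (P-BH of 0.0403, 16 of 19 genes lower). Its P-BH was then 0.454 with fry and 0.629 with an estimated correlation.

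Lists that the paper found in muscle were also read in liver. Of these 19 lists, 7 were past a P-BH of 5% with camera, 3 with fry and 1 with an estimated correlation, and 12 were not past it with camera, among them glycogen metabolic process (P-BH of 0.878), generation of precursor metabolites and energy (0.653) and muscle contraction (0.597). The muscle lists for immune response (72 genes, median log2 FC of -0.089, 56 lower, P-BH of 0.000312 with camera, 0.109 with fry and 0.34 with an estimated correlation), adaptive immune response (16 genes, -0.104, 16 lower, 5e-04, 0.016 and 0.134) and regulation of apoptosis (48 genes, -0.078, 39 lower, 0.000565, 0.00253 and 0.039) were lower in liver of pigs from the low RFI line. The translation list was higher (94 genes, 0.026, 72 higher, 0.012, 0.29 and 0.621).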
